# A rat liver cell atlas reveals intrahepatic myeloid heterogeneity

**DOI:** 10.1016/j.isci.2023.108213

**Published:** 2023-10-14

**Authors:** Delaram Pouyabahar, Sai W. Chung, Olivia I. Pezzutti, Catia T. Perciani, Xinle Wang, Xue-Zhong Ma, Chao Jiang, Damra Camat, Trevor Chung, Manmeet Sekhon, Justin Manuel, Xu-Chun Chen, Ian D. McGilvray, Sonya A. MacParland, Gary D. Bader

**Keywords:** Components of the immune system, Transcriptomics, Model organism

## Abstract

The large size and vascular accessibility of the laboratory rat (*Rattus norvegicus*) make it an ideal hepatic animal model for diseases that require surgical manipulation. Often, the disease susceptibility and outcomes of inflammatory pathologies vary significantly between strains. This study uses single-cell transcriptomics to better understand the complex cellular network of the rat liver, as well as to unravel the cellular and molecular sources of inter-strain hepatic variation. We generated single-cell and single-nucleus transcriptomic maps of the livers of healthy Dark Agouti and Lewis rat strains and developed a factor analysis-based bioinformatics analysis pipeline to study data covariates, such as strain and batch. Using this approach, we discovered transcriptomic variation within the hepatocyte and myeloid populations that underlie distinct cell states between rat strains. This finding will help provide a reference for future investigations on strain-dependent outcomes of surgical experiment models.

## Highlights

• A multi-strain cellular atlas of the healthy rat liver
• Uncovering stain-based variations via interpretable matrix factorization
• Identifying key zonation signatures within the rat hepatic lobules

## Introduction

The liver is a multitasking organ that performs a remarkably diverse set of functions including nutrient metabolism, regulation of immune responses, and protein synthesis. Despite its highly regenerative and tolerogenic nature,^1^^,^^2^ inflammatory end-stage liver diseases such as drug-induced liver injury, hepatitis infection, hepatocellular carcinoma, and autoimmune hepatitis are common.^3^ Despite the recent advancements in medical strategies to treat acute liver disease,^4^^,^^5^^,^^6^ the development of therapeutic options is limited by our incomplete understanding of the cellular landscape of the liver in non-mouse animal models. The liver is composed of multiple cell types with complementary functions, including hepatocytes, biliary epithelial cells (cholangiocytes), mesenchymal cells (stellate cells and vascular smooth muscle cells [VSMCs]), myeloid cells, liver sinusoidal endothelial cells (LSECs) and multiple other immune cell populations.^7^ Hepatocytes make up the majority of liver volume and are involved in metabolism and drug detoxification, among other functions that are often zonated along the hepatic lobule.^8^^,^^9^ Myeloid cells are distributed throughout the liver and can adopt pro-inflammatory or anti-inflammatory roles, with phenotypic characteristics of recently recruited monocytic myeloid cells and more tissue-resident Kupffer cell-like populations, respectively.^7^ Current animal models used to recapitulate and study liver pathology include the porcine, murine, and rat models. A key advantage of the rat model (*Rattus norvegicus*) is its large size, which allows for better vascular access for disease models that include surgical interventions such as hepatectomies,^10^^,^^11^ hepatic ischemia reperfusion-induced injury models, transplant injury,^12^ and fibrocirrhotic bile duct ligation models.^13^^,^^14^

To date, our understanding of the rat liver has been informed by technologies such as bulk RNA sequencing (RNA-seq),^15^^,^^16^^,^^17^^,^^18^ transcriptome microarrays,^19^^,^^20^^,^^21^^,^^22^ immunohistology,^23^^,^^24^ targeted qPCR,^19^^,^^23^^,^^25^ and tandem mass spectrometry.^17^ These approaches have uncovered the presence of major expected hepatic populations in the rat liver;^19^ however, the relatively low resolution and targeted nature of these approaches do not allow us to have a holistic understanding of how the interaction between diverse hepatic cells shapes the liver environment. Single-cell RNA sequencing (scRNA-seq) technology is a powerful tool for the unbiased profiling of heterogeneous tissues. While both human^7^^,^^26^^,^^27^^,^^28^^,^^29^^,^^30^ and murine^31^^,^^32^^,^^33^^,^^34^ livers have been well studied at the single-cell level, the rat liver has remained poorly annotated. Studies using the rat model^13^^,^^35^^,^^36^ demonstrate strain-associated differences in the liver and inflammatory disease severity. For example, while both Dark Agouti (DA) and Lewis (LEW) strains are prone to Th1-skewed responses in the joints of treatment-induced autoimmunity models,^37^ DA rats appear to paradoxically have similar innate responses as autoimmune-resistant Albino Oxford (AO) rat strains.^38^^,^^39^ In the context of orthotopic transplantation, LEW recipient liver macrophages are better able to stimulate T cell proliferation in comparison to DA.^35^ This provides a rationale for single-cell examination of rat strain-specific differences at baseline.

We developed a single-cell transcriptomic atlas of the healthy liver, based on DA and LEW rats, to provide a reference atlas of the healthy rat liver. Our combined use of single-cell (sc) and single-nucleus (sn) RNA sequencing (RNA-seq) as well as spatial transcriptomics enabled us to discover cellular and molecular sources that drive the inter-strain variation and will be helpful for understanding strain-dependent hepatic disease models and rat liver biology in future studies.

## Results

### The cellular landscape of the healthy rat liver

We generated a multi-strain single-cell transcriptomic map of the healthy rat liver to help examine the cellular complexity in this model system. Single-cell transcriptomes were generated from total liver homogenates (TLHs) of four 16–18 week-old healthy male rats following 2-step collagenase digestion (Figure 1A). 

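Total liver homogenate from 2 DA and 2 LEW rats was sequenced on the 10x Genomics platform with 3′ version 2 chemistry. The paper gives the rats' age as 16 to 18 weeks, matched between strains, and the sample labels give 8 to 10 weeks. The file names hold 10 weeks for both DA rats and 13 weeks for both LEW rats. A difference in age between the strains is thus not excluded for these libraries. The authors aligned the reads with Cell Ranger and deposited the count of unique molecular identifiers (UMIs) for every called barcode of each rat, before their filters and without normalization. The deposited count files carry no gene names, so the names were taken by position from the gene list deposited with the single-nucleus libraries, which has the same number of rows. With these names the mitochondrial filter left the authors' cell numbers in both DA libraries. The 4 libraries held 61441846 UMIs in 50778 barcodes for DA-1, 92484173 in 51232 for DA-2, 86969047 in 62362 for LEW-1 and 75817372 in 61898 for LEW-2, a median of 81393209.5 UMIs per rat. No barcode had fewer than 325 UMIs, so droplets that hold only free RNA could not be read on their own. From these counts, barcodes were filtered on UMIs and on the share from mitochondrial genes, normalized with SCTransform, joined with a Harmony correction over 15 components and clustered by the Louvain method at resolution 0.6. Each cluster was compared with all other cells, and its 30 leading genes with a UMI in at least 25% of its cells were read against marker lists written before the data were examined. A name required at least 3 markers of a list, so a gene in such a list is not a result where it marks the cluster it named. Clusters without a name were then compared with the cells already named over 100 leading genes, which could give only the hepatocyte-like name. The numbers of leading genes and this second comparison were chosen with the counts in hand. For comparisons between strains, the UMIs of each cell class were summed per rat, since cells of one liver are not independent replicates. These sums were tested with edgeR's quasi-likelihood method after TMM normalization and its default expression filter, with Benjamini-Hochberg adjustment.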

Two livers from each of the DA and LEW strains were sampled, and a standard scRNA-seq mapping pipeline was applied (Figure 1B). 

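The limits used were at least 1500 UMIs and at most 30% mitochondrial UMIs for DA-1, and 2000 UMIs and 20% for DA-2. For LEW-1 and LEW-2, limits of 2000 UMIs and 40% left 5457 and 3844 cells, against 12124 and 7857 at the stated 1500 UMIs. The higher limit was used because it gives the authors' total. With 6623 cells of DA-1 and 7112 of DA-2, 23036 cells were kept. The median cell had 1794 UMIs and 775 genes in DA-1, 2545.5 UMIs and 985 genes in DA-2, 2467 UMIs and 951 genes in LEW-1, and 2304.5 UMIs and 885 genes in LEW-2. Scrublet called 7 of the kept cells doublets. At the stated limits for the LEW rats, 33716 cells were kept. With a single filter for all 4 libraries, 66425 cells were kept.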

In total, 226,270 single cells were called by the 10x Genomics Cell Ranger software and 23,036 passed additional quality control filters and were included in the final map (see STAR Methods, Figures 1C, 1D, and S1; Tables S1 and S2). Significant batch effects were evident while integrating the four rat samples; therefore, the Harmony^40^ integration method was used to reduce the inter-sample technical confounding effects. After applying this batch correction, all clusters were represented by all animals, demonstrating that integration worked well (Figures 1E and 1F). 

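Among the 20 nearest neighbours of a cell, an average of 93.8% came from the same rat before correction and 37.9% after it, where random mixing of the 4 rats would give 26.2%. The corrected map, built on 13084 genes, had 18 clusters. Each cluster held cells of all 4 rats, and the smallest contribution of a rat to a cluster was 18 cells.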

Liver tissue from an additional two pairs of LEW and DA rats were processed for 10x Genomics snRNA-seq to further inform parenchymal cell identities (Figure 1A). These samples went through standard quality control steps (see STAR Methods; Figure S2; Table S1) and were batch-corrected using the Harmony integration tool. 

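Nuclei from the livers of 2 DA and 2 LEW rats were sequenced with 3′ version 3 chemistry. Their age is 16 to 18 weeks in the paper and 8 to 10 weeks in the labels. The authors deposited the UMI counts of the barcodes that Cell Ranger called, with gene names and without their later filters. The libraries held 8039397 UMIs in 6544 barcodes for DA-1, 8817029 in 5859 for DA-2, 15186970 in 10552 for LEW-1 and 8520569 in 4458 for LEW-2. The paper describes these as additional rats, so the libraries were treated as separate samples, although their file names carry the same animal numbers as those of the TLH libraries. The filter was at least 1000 UMIs and at most 10% mitochondrial UMIs. Normalization, correction and cluster naming followed the TLH map, with Louvain clustering at resolution 2.5, and the UMI sums of each class were compared between strains by the same edgeR fit.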

The resulting map contained 12,497 nuclei. 

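The filter left 2205 nuclei of DA-1 with a median of 1580 UMIs and 777 genes, 2557 of DA-2 with 1681 UMIs and 815 genes, 5262 of LEW-1 with 1541.5 UMIs and 663 genes, and 2501 of LEW-2 with 2059 UMIs and 1021 genes. Of these 12525 nuclei, 62 were called doublets by Scrublet. The map used 14054 genes and gave 33 clusters, of which 32 held nuclei of every rat and 30 held at least 10 from each. Before correction 87.3% of the nearest neighbours came from the same rat, and after it 45.1%, where random mixing would give 28.9%. With the stricter filter that was set as an alternative, 6218 nuclei were kept.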

Cell populations were annotated, based on known marker genes, using top differentially expressed (DE) genes^41^ (see STAR Methods; Figures 1G and 1H; Tables S3 and S4). To resolve the spatial distribution of rat hepatic cell populations, we conducted spatial transcriptomics on two healthy Wistar rat liver samples using 10x Genomics Visium technology. These samples were then quality controlled in a similar manner to scRNA-seq data (Figures S3; Table S1).

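Visium data came from 2 sections of Wistar rat liver, each read as UMI counts per spot. Section A had 2437 spots with 34449562 UMIs, a median of 13773 UMIs and 2613 genes per spot and a range of 19 to 50859 UMIs. Section B had 2404 spots with 34827603 UMIs, a median of 14240.5 UMIs and 2685 genes, and a range of 34 to 72533. The authors deposited the Space Ranger counts before normalization. Genes found in at least 5% of the spots of a section and with a count of at least 3 in some spot were kept, 6222 in section A and 6454 in section B. Counts were normalized with SCTransform, and principal components were taken from each section on its own. The sign of each component was set so that Cyp2e1, a gene of pericentral hepatocytes, has a negative loading. The median loading of a gene list was placed among 10000 random lists of the same size, drawn for each gene from the 200 genes nearest to it in expression, which gives its percentile. Spots of a section are regions that mix several cells and are not replicates, so each section gives 1 value and no test between groups is made.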

**Figure 1:**
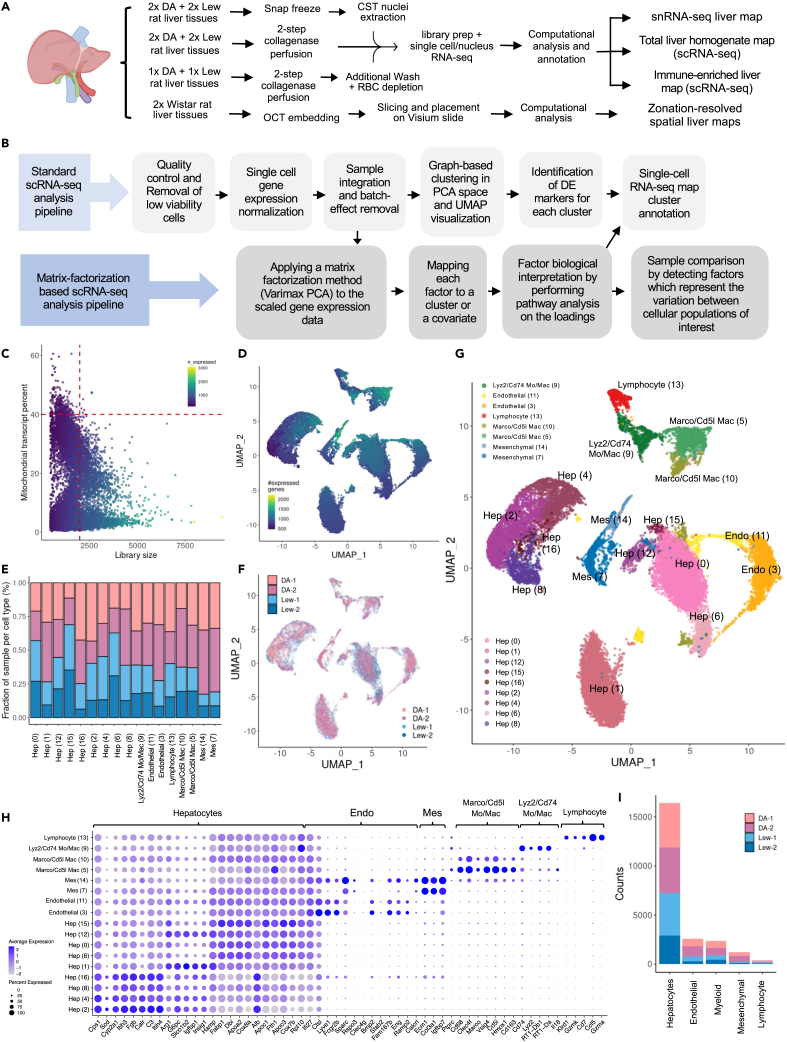
scRNA-seq profiling of rat liver reveals 17 distinct cell populations (A) Overview of single-cell RNA-seq pipeline, including both the experimental and analysis workflows. (B) Major steps of the standard and matrix factorization-based single-cell RNA-seq data analysis pipeline. (C) Viable cell selection for a Lewis rat liver sample (LEW-1) based on library size and mitochondrial transcript proportion shown as an example. High-quality cells were identified from the single-cell libraries having a minimum library size of 1500 transcripts and a maximum of 40% mitochondrial transcript proportion. (D) UMAP (uniform manifold approximation and projection for dimension reduction) plot of four rat samples including 2 samples from each Dark agouti (DA) and Lewis (LEW) rat strains. Cells are colored by the number of expressed genes, with lighter colors indicating higher gene counts. (E) Bar plot indicating the relative contribution of input samples to each cluster. All samples are represented in each cluster. (F) UMAP projection of cells labeled based on the input sample indicates that cells from different samples have been well-integrated and clusters represent cell-type differences rather than sample-specific variations. (G) UMAP projection of four total liver homogenate rat samples (each point represents a single cell) where cells that share similar transcriptome profiles are grouped by colors representing unsupervised clustering results. The legend indicates the unique color representing the cell-type annotation of each cluster. The cluster number is shown within the curved brackets. (H) Dot plot indicating the relative expression of marker genes in each population. The size of the circle indicates the percentage of cells in each population which express the marker of interest, and the color represents the average expression value of the marker. (I) The number of cells in each major cell type population colored by the contribution of each input sample. RBC: red blood cell, PCA: principal-component analysis, DE: differentially expressed, QC: quality control, Mac: macrophage, Mo: monocyte, Endo: endothelial, Mes: mesenchymal, Hep: hepatocyte.

### Hepatocytes

Hepatocytes, organized in functional units referred to as lobules, make up the majority of the liver volume (Figure 1I). Many of their critical biological functions are zonated based on their spatial organization from the center of the lobule near the central vein (CV) to the outer regions near the portal triad. Data from both sc- and snRNA-seq protocols identify hepatocyte-like clusters, based on their correlation with hepatocytes of the mouse liver atlas (Figure S4), and expression of hallmark hepatocyte markers without high expression of immune endothelial and mesenchymal genes (Figures 1G and 2A–2E).

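Hepatocyte-like clusters made up 16308 of the TLH cells, in 7 clusters, and 11097 of the nuclei, in 25 clusters. Genes of other cell types, which are not in the hepatocyte marker list, were at a low level in them. Ptprc, which encodes the leukocyte antigen CD45, had a UMI in 0.877% of hepatocyte-like TLH cells at a median depth of 2305 UMIs, and in 38.5% of the Lyz2/Cd74 myeloid cells at 2560.5 UMIs. Col3a1, from connective tissue, was found in 7.94% of hepatocyte-like TLH cells and in 4.24% of hepatocyte-like nuclei, and Calcrl, from endothelium, in 2.45% and 1.82%. One nuclear cluster of 346 nuclei, with a median of 3295 UMIs, had only 2 hepatocyte markers among its leading genes and was left unnamed.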

Comparative gene expression analysis of our data to a bulk RNA-seq dataset of laser capture microdissected zonated regions of the healthy mouse liver lobule^42^ revealed poor zonated marker distribution in the scRNA-seq dataset compared to snRNA-seq (Figure 2C), as has been observed before.^27^^,^^43^ To further resolve hepatocyte cluster identity, the datasets were compared with a spatial transcriptomics map of the rat liver from two Wistar rats. Principal-component analysis (PCA)^44^ of these samples revealed the largest dimension of variation was related to lobule zonation (Table S5). 

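PC1 held 1.30% of the variance in section A and 1.28% in section B, and PC2 1.12% and 1.19%. In section A the largest positive loadings on PC1 were those of the mitochondrial transcripts AY172581.24 (0.454) and AY172581.9 (0.318), of AABR07000398.1 (0.291) and of haemoglobin genes, with Hba-a2 at 0.203. In section B the same transcripts stood at the negative end of PC1, with AY172581.24 at -0.297, and its largest positive loadings were those of Spink1l (0.140), AABR07004549.1 (0.117), Fabp1 (0.102), Orm1 (0.102) and Pck1 (0.101). PC1 was correlated with the UMIs per spot at -0.495 in section A and 0.316 in section B. PC2 was correlated with them at -0.0349 and -0.356.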

PC1 and PC2 in both samples indicate clear histological periportal to central venous zonation patterns (Figures 2D and S5). Additionally, key periportal human (*Tf*, *Hmgscs1*^27^^,^^43^) and mouse (*Ass1*, *Arg1*^42^) genes as well as periportal markers from rat proteomic studies (*Gls2*, *Srd5a1*, *Orm1*^45^) are positively enriched in PC1 and PC2. 

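Across the 5897 genes kept in both sections, which are not independent replicates, the PC1 loadings of the sections were correlated at -0.507 once the sign was set on Cyp2e1. The loading of Cyp2e1 on PC1 was -0.114 in section B and only -0.0185 in section A, on the side of most periportal genes there, so the sign of PC1 in section A is set by convention and the opposite sign is equally allowed. With the 48 mitochondrial and haemoglobin genes left out of section A, its PC1 placed the periportal genes at the percentile 99.97 of random lists and the pericentral genes at 0.04. With the 177 spots of section A under 5000 UMIs left out, the percentiles were 99.97 and 0.02. On PC2 the periportal list then stood at 3.25 in section A and 24.5 in section B without the mitochondrial and haemoglobin genes, and at 99.31 and 58.2 without those spots. Each of these settings was added after the loadings of PC1 had been seen.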

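The periportal genes Tf, Hmgcs1, Ass1, Arg1, Gls2, Srd5a1 and Orm1 were all positive on PC1 of section B, with a median loading of 0.0510 (percentile 99.99), led by Orm1 at 0.102 and Ass1 at 0.0625. On PC1 of section A 1 of the 7 was positive, Hmgcs1 at 0.00838, and the median loading was -0.0117 (percentile 10.9). On PC2 all 7 were positive in section A, with a median of 0.0505 (percentile 99.98), and 6 of 7 in section B, with a median of 0.0219 (percentile 99.9) and Tf at -0.00113. PC2 in place of PC1 moved section A most. With log-normalized counts in place of SCTransform, the list stood at the percentile 71.1 on PC1 of section A and 94.1 on PC1 of section B, where none of the 7 was positive in either. With genes found in at least 1% of spots it stood at 80.8 in section A, with 2 of 7 positive, and at 99.99 in section B. From the histological pattern of the components, together with the positive loadings of these genes and the negative ones of pericentral genes, the paper reasons that the components represent zonation.

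**Figure D1:**
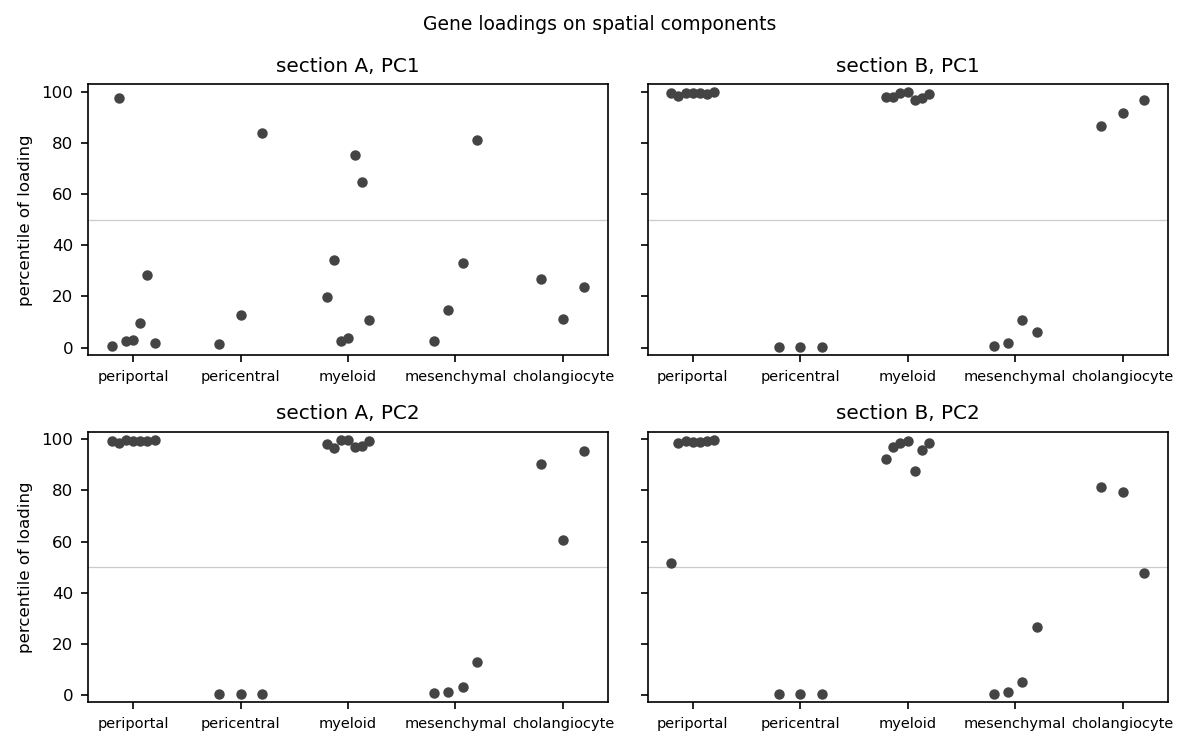
Percentiles of the loadings of zonation, macrophage, mesenchymal and cholangiocyte genes on PC1 and PC2 of each Visium section. Each point is a gene, and the periportal and pericentral genes separate on PC2 of both sections and on PC1 of section B.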

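The pericentral genes Oat, Sult1e1, Glul and Cyp2e1 include Cyp2e1, which set the sign and is not counted here. Of the other genes, Oat, Sult1e1 and Glul had loadings of -0.109, -0.0802 and -0.0952 on PC1 of section B, the percentile 0.02 of random lists. On PC1 of section A they had -0.0205, -0.00561 and 0.00202 (percentile 47.4). With genes found in at least 1% of spots all 3 were negative there, at the percentile 0.68. With log-normalized counts all 3 were negative on PC1 of both sections, at the percentiles 99.42 in section A and 25.26 in section B. On PC2 they were negative in both sections, at -0.130, -0.101 and -0.108 in section A and -0.0955, -0.0645 and -0.0598 in section B, each list at the percentile 0.02.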

Known pericentral markers (*Oat*, *Sult1e1*, *Cyp2e1*, *Glul*^27^^,^^42^^,^^43^) are negatively enriched, reinforcing that these principal components represent zonation patterns^45^ (Figures S6 and S7; Data Portal). Pathway enrichment analysis of the PCs was performed to further validate that PC1 and PC2 represent zonation features. Periportal-biased processes such as immunity, angiogenesis, lipid beta-oxidation, fatty acid catabolism, and gluconeogenesis regulation^8^^,^^46^ are found in the positive side of PC1 while the negative side of PC2 is enriched in pericentrally biased metabolic processes, such as lipogenesis and various steroid and xenobiotic metabolic processes^9^ (Figure 2E). 

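The hepatocyte-like clusters of nuclei were scored by the mean scaled expression of the periportal genes Tf, Hmgcs1, Ass1, Arg1, Gls2, Srd5a1 and Orm1 less that of the pericentral genes Oat, Sult1e1, Cyp2e1 and Glul. By this score 8 clusters were called periportal-like, 9 pericentral-like and 8 between, in groups of near-equal size. The UMIs of each group were summed per rat, log-normalized and scaled over the 3 groups for each gene. The scaled values were then correlated with the section loadings over 6324 genes, with the genes of the score left out. The correlation is across genes, which are not independent replicates.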

Examination of key markers and correlation analysis between PC1 and PC2 of the spatial transcriptomics data and snRNA-seq hepatocyte clusters shows a clear presence of periportal and pericentral hepatocyte populations (Figures 2B–2D). These findings suggest that pericentral and periportal programming is well preserved across species.

**Figure 2:**
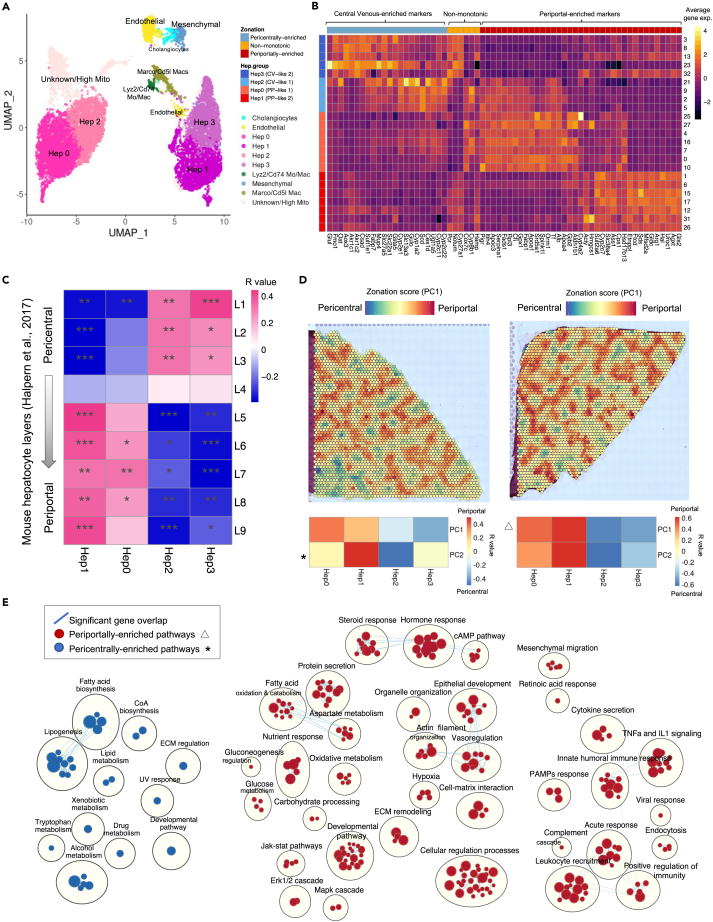
SnRNA-seq and spatial transcriptomic profiling of the rat liver resolves hepatocyte zonation Four additional rat liver samples were added and sequenced using snRNA-seq to better characterize hepatocyte and cholangiocyte populations and verify the strain variations identified based on the scRNA-seq TLH map. (A) UMAP projection of four snRNA-seq samples where cells are colored based on cell-type annotation. (B) Heatmap representing the average gene expression of zonated genes based on spatial data within the snRNA-seq clusters. (C) Pearson correlation between the average gene expression of the genes across snRNA-seq hepatocyte clusters and the nine layers of mouse liver cells was calculated (see STAR Methods). Mouse liver layer-9 is more periportal and layer 1 is pericentral. Red represents a positive correlation, and blue represents a negative correlation. (∗: p value <0.05, ∗∗: p value <0.01, ∗∗∗: p value <0.001). (D) Projection of zonation signature scores, captured by PC1, across the spatial transcriptomics spots of two healthy Wistar rat liver cryosections. The top negatively loaded genes in PC2 (and PC1) of both samples are enriched in pericentral markers, and the top positively loaded genes in PC1 (and PC2) factors are enriched in periportal markers. Red and blue represent high periportal and pericentral zonation scores, respectively. The two heatmaps represent the Pearson correlation between the zonation factors PC1 and PC2 and the average expression of snRNA-seq hepatocyte clusters. Both PC1 and PC2 are positively correlated with PP-like clusters Hep0 and Hep1 and negatively correlated with CV-like clusters Hep2 and Hep3. The asterisk and triangle symbols indicate the factors used for pathway enrichment analysis. (E) Pathway enrichment analysis using GSEA (gene set enrichment analysis) to examine active cellular pathways in periportal and central venous regions of the healthy rat liver based on spatial PC1 and PC2 loadings visualized as an enrichment map. The pathways enriched in the pericentral and periportal areas are based on PC2 (asterisk) of liver cryosections-A (left) and PC1 (triangle) of liver cryosections-B (right) respectively. Each circle represents a gene ontology (GO) biological process term. The size of the circles represents the number of genes in that pathway and blue lines indicate significant gene overlap.

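With PC1, the periportal-like nuclei of the 4 rats were correlated at 0.134 to 0.162 in section B and at -0.0437 to -0.0164 in section A. The pericentral-like nuclei were correlated at -0.0882 to -0.0552 in section B and at 0.0325 to 0.0582 in section A. The signs in section A follow from the weak loading of Cyp2e1 there and carry no direction of their own, and the mean over both sections depends on them. The mean difference between the groups over both sections was 0.0759 ± 0.0102 (SD, n = 4 rats). With PC2, the periportal-like nuclei were correlated at 0.147 to 0.166 in section A and 0.0525 to 0.0716 in section B, and the mean difference was 0.173. With log-normalized sections, the difference on PC1 was -0.352, the largest move of any setting. There every periportal, pericentral and macrophage gene had a negative loading on PC1 of both sections, so that PC1 does not part the zones by sign and the value gives no direction of zonation.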

### Mesenchymal cells

The hepatic mesenchymal fraction includes populations such as hepatic stellate cells (HSCs), VSMCs, and fibroblasts (FBs).^27^ Mesenchymal cells anatomically reside between sinusoidal endothelial cells and hepatocytes and are involved in vitamin A storage, extracellular matrices (ECMs) synthesis, maintenance of hepatocyte function,^47^ and regulation of sinusoidal circulation.^48^ These populations also help regulate immune responses during inflammation,^1^ but upon activation can also be a source of maladaptive extracellular matrix deposition, as in the case with liver fibrosis.^49^

We annotated two clusters in our scRNA-seq map (scClusters 7 and 14) and one cluster (snCluster 24) in our snRNA-seq map, as mesenchymal-like based on DE genes including extracellular matrix proteins (*Ecm1)* and type III collagen alpha 1 (*Col3a1*) (Figures 1G, 1H, 2A, and 3A) which are essential to the role of HSCs in extracellular matrix deposition and have previously been described as mesenchymal genes^27^^,^^43^ (expanded markers shown in Figure S8).

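Mesenchymal-like clusters held 1262 TLH cells, 437 and 576 from the DA rats and 134 and 115 from the LEW rats, and 241 nuclei. Ecm1 and Col3a1 were in the marker list that gave the name, so their level in these clusters follows from the naming. Ptprc had a UMI in 3.96% of the mesenchymal-like TLH cells at a median of 2195 UMIs, and Calcrl in 32.6% of the cells and 60.6% of the nuclei. Clec4f, a gene of liver macrophages, was found in 20.7% of the cells, above the 9.79% of hepatocyte-like cells at a median of 2305 UMIs.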

**Figure 3:**
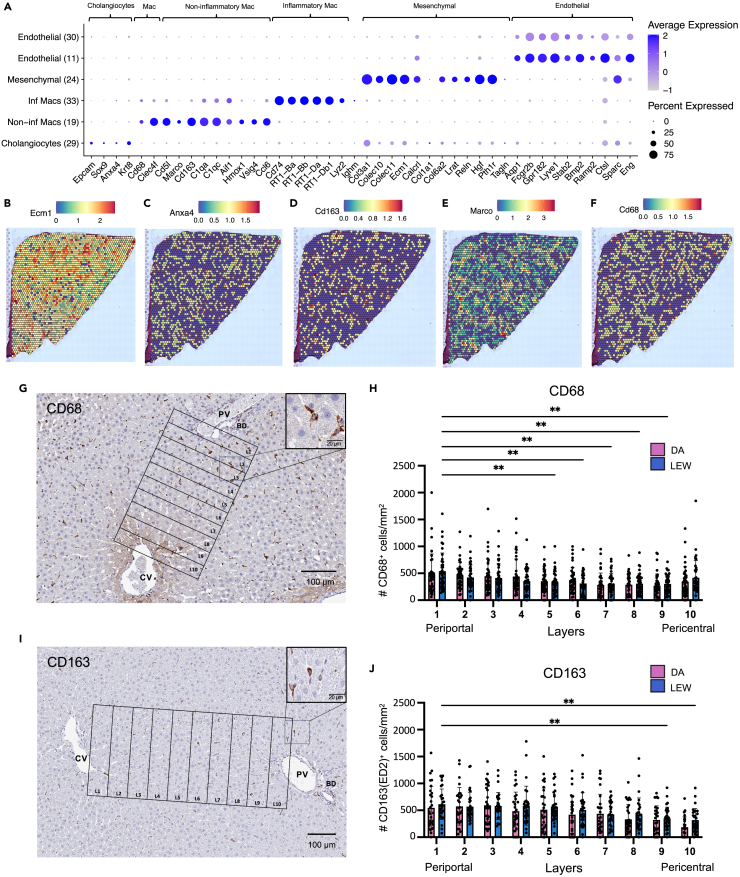
Comparisons between transcriptomic platforms and immunohistochemistry suggest zonation patterns of selected hepatic populations To provide information on the zonation of hepatic populations within hepatic lobules, key cluster markers of each cell type were examined in PC1 and PC2 of each spatial sample. (A) Dot plot indicating the relative expression of marker genes in each population of the snRNA-seq map. The size of the circle indicates the percentage of cells expressing the marker of interest, and the color represents the average expression value of the marker. Expression values of (B) mesenchymal marker *Ecm1* (C) cholangiocyte marker *Anxa4* (D) myeloid marker *Cd163* (E) non-inflammatory myeloid marker *Marco* (F) myeloid marker *Cd68*. Red and dark blue indicate higher and lower expression values in each spot, respectively. (G) Representative spatial distributions of CD68^+^ cells in the rat liver lobule. Rectangular layers 350 um wide were drawn from the portal tract (layer 1) to the central vein (layer 10) region. Digital images were scanned at 20× magnification. The scale bar represents 100 μm in the full image and 20 μm in the enhanced area. Each rectangular layer is referred to as a region of interest (ROI). (H) Quantification of CD68^+^ cell densities (#CD68+ cells/layer mm2) in the liver lobule for DA and LEW rats. 30 ROIs were assessed per strain across three animals. A higher number of CD68^+^ cells were detected near the periportal area. No significant strain-specific differences in the spatial distribution of CD68^+^ cells were noted. (I) Representative spatial distributions of CD163+ cells in the rat liver lobule. (J) Quantification of CD163+ cell densities (#CD163+ cells/layer mm2) in the liver lobule for DA and LEW rats. The statistical analysis reflects similar strain and zonation patterns as CD68. Statistical significance was determined using a two-way ANOVA followed by Sidak’s multiple comparisons test. (∗: p value <0.05, ∗∗: p value <0.01, ∗∗∗: p value <0.001,∗∗∗∗: p value <0.0001). Data are represented as mean ± SEM. Each dot in H and J represents an ROI region (n = 30). ROI: region of interest, BD: bile duct, CV: central vein, PV: portal vein.

To increase resolution, mesenchymal-like clusters were subclustered and correlation analysis was performed with mouse scRNA-seq data from sorted *Pdgfrb*+ cells found in Dobie et al., 2019^50^ (Figures S9A and S9B). ScRNA-seq subclusters that appear to be derived from contaminating non-mesenchymal populations (3, 2) and expressing top myeloid (*Cd68*, *Clec4f*) and endothelial (*Lyve1*, *Fam167b*) DE genes were excluded. ScMes-5, scMes-4, and snMes-1 were denoted as FB-like due to correlation with mouse liver FBs (Figures S9C and S9D) and the expression of mouse FB genes (*Dpt*, *Enpt2*, *Col1a1*, *Col4a1*, and *Gsn*^50^) (Figures S9E and S9F). ScMes-5 expressed additional smooth muscle genes (*Acta2*, *Fn1*, *Sparcl1*, *Tagln*, and *Tpm2*^43^^,^^50^) (Figures S9E and S9F) but did not correlate strongly with known VSMC clusters, suggesting this population may be a mixed population with liver FB-like and activated myofibroblast-like cells. Expression of active pathways in retinol storage in scMes-1, scMes-0, and snMes-0 and positive correlation with mouse HSC clusters (Figures S9C–S9F) suggest that these clusters predominantly represent quiescent HSC-like populations.^43^^,^^50^ However, snMes-0 expressed additional myofibroblast-associated genes (*Acta2*, *Tagln*) (Figures S9E and S9F), suggesting there might also be myofibroblast-like cells found within this cluster. Finally, snMes-2 was not enriched for any particular gene set and is of unknown identity. 

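The genes Ecm1, Col3a1, Pth1r and Lrat had loadings of -0.0394, -0.0190, -0.00498 and -0.00750 on PC1 of section B, at the percentile 0.12 of random lists. On PC1 of section A they had -0.0124, -0.00524, -0.00287 and 0.00158, the percentile 17.9, which random lists of like expression often reach. With genes found in at least 1% of spots the list stood at 0.97 there. With log-normalized counts it stood at 12.22 on PC1 of section A and 23.98 on PC1 of section B. On PC2 the median loading was -0.0232 in section A and -0.0170 in section B, at the percentiles 0 and 0.01.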

Interestingly, spatial transcriptomics revealed zonation of key mesenchymal (*Ecm1*, *Col3a1*) and HSC genes (*Pth1r*, *Lrat*) to be negatively enriched in PC1/2 and highly concentrated in pericentral areas (Figure 3B; Data Portal).^43^

### Endothelial cells

The hepatic endothelium consists of LSECs and vascular endothelium (portal and central venous endothelium). LSECs are a specialized endothelial population that line the hepatic sinusoids and contribute to the regulation of hepatic blood pressure, nutrient uptake, and the maintenance of HSC quiescence.^51^^,^^52^ Immunohistochemical staining in mice has described general endothelial cells in the liver as expressing high levels of *Cd31* (*Pecam*) and *Cd103* (*Eng*), periportal LSECs as expressing high levels of *Cd36*, with low levels of *Lyve1*, and central venous LSECs as expressing high levels of *Cd32b* and *Lyve1*.^53^^,^^54^ However, in rats, endothelial zonation has yet to be reported.

We identified two populations of *Ptprc*^−^ cells in the scRNA-seq map (scClusters 3 and 11) and two populations in the snRNA-seq map (snCluster 11 and 30). These populations were annotated as endothelial-enriched based on the expression of *Calcrl* and *Ramp2*, which is involved in adrenomedullin signaling pathways^55^ (Figures 1H, 2A, 3A, and S10A). 

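Endothelial-like clusters held 2730 TLH cells in clusters of 2038 and 692 cells, and 548 nuclei in clusters of 255, 209 and 84 nuclei. Calcrl and Ramp2 were in the marker list that named them, so only their order between classes is given. Ptprc had a UMI in 0.989% of the endothelial-like TLH cells at a median of 2222 UMIs, close to its share in hepatocyte-like cells. In nuclei it had a UMI in 1.09% of the endothelial-like class at 1289 UMIs and in 1.12% of the hepatocyte-like class at 1660. Calcrl was more frequent in mesenchymal-like cells than in endothelial-like cells, of which 15.5% had a UMI. For Ramp2 the order was reversed, with 37.5% of endothelial-like and 7.77% of mesenchymal-like cells.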

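Lyve1, Fcgr2b, Sparc and Stab2 were compared with Vwf in the larger endothelial-like TLH cluster of 2038 cells, with a median of 2103 UMIs, and in the smaller one with 3103.5 UMIs. Lyve1 had a UMI in 83.5% of cells of the larger cluster and in 52.6% of the smaller, against 6.48% of hepatocyte-like cells. Stab2 was found in 5.45% and 3.18%, against 0.11% of hepatocyte-like cells. Sparc was found in 58.6% and 41.2%, and in 81.1% of mesenchymal-like cells. Vwf was found in 1.96% and 1.45%, against 0.392% of hepatocyte-like cells. All of these genes were in the endothelial marker list, so their level against hepatocyte-like cells follows from the naming and only the order of the genes and clusters is open.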

ScCluster 3, the most abundant endothelial cell population, was characterized by enriched expression of *Lyve1*, *Fcgr2b*, *Sparc*, and *Stab2* (Figures 1H and S10A) with little expression of *Vwf* (Figure S10A) suggesting an LSEC identity. By correlation analysis, both scClusters 3 and 11 were similar to mouse sinusoidal, inflammatory, and cycling endothelial populations (Figure S4). These clusters did not show differential expression of known zonated endothelial genes such as *Rspo3*^56^ and *Clec4g*, and both clusters expressed high levels of *Fcgr2b* (known to be enriched in CV LSECs^54^) and *Aqp1* (known to be enriched in periportal LSECs^57^) (Data Portal). Endothelial genes such as *Lyve1* and *Vwf* found in scCluster 11 were also found snClusters 11 and 30 (Figure 2A; Data Portal). 

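In the nuclear clusters of endothelial-like type, Lyve1 had a UMI in 94.1% of the 255 nuclei of the largest, 54.5% of the 209 nuclei of the next and 79.8% of the 84 nuclei of the smallest, at median depths of 1229, 1214 and 3571 UMIs. Vwf had a UMI in 2.35%, 10% and 4.76%. In hepatocyte-like nuclei at 1660 UMIs, Lyve1 was found in 2.69% and Vwf in 0.36%. The cluster of 209 nuclei thus held the largest share with Vwf.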

SnRNA-seq endothelial populations were subclustered for increased resolution, and comparisons were made to our spatial transcriptomic data (Figure S10B). The resulting subcluster 3 had a stronger expression of PC1-enriched periportal markers (*Vwf* and *Ltbp4*) with little expression of *Lyve1*,^58^ while subcluster 1 and 0 expressed higher pericentral-associated genes such as *Lyve1*, *Fcgr2b*, and *Bmp2* (Figures S10C and S10D; Data Portal). 

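The 548 endothelial-like nuclei were clustered again and gave 8 subclusters. One subcluster of 46 nuclei, with 6 and 17 from the DA rats and 10 and 13 from the LEW rats and a median of 1299 UMIs, had Ltbp4 in 32.6% and Vwf in 13% of nuclei, with Lyve1 in 15.2% and Fcgr2b in 10.9%. The largest subcluster, of 132 nuclei with a median of 1151.5 UMIs, had Lyve1 in 97%, Fcgr2b in 99.2% and Bmp2 in 87.1% of nuclei, with Vwf in 0.758% and Ltbp4 in 5.3%. Ltbp4 was found in 6.36% of hepatocyte-like nuclei. By the naming rule only the subcluster of 132 nuclei kept the endothelial-like name, from a marker list that holds all of these genes but Ltbp4. The others were then compared with that subcluster alone, where genes shared with it can hardly lead. Their names therefore do not exclude an endothelial type. Lyve1 was found in 74.5%, 91.8% and 78.3% of the subclusters of 102, 85 and 83 nuclei that were named hepatocyte-like. The subcluster of 46 nuclei stayed unnamed, with Eln, Gpm6a, Krt18, Cgn and Msln among its leading genes, so its genes are not read as those of an endothelial type. A subcluster of 55 nuclei, also unnamed, had Vwf in 16.4% and Lyve1 in 74.5%.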

Further examination of other known periportal markers in our spatial transcriptomics data did not reveal clear endothelial zonation patterns (Figure S10D; Data Portal), perhaps due to the low capture of endothelial genes by the Visium spatial transcriptomics platform.^43^

### Biliary epithelial cells

Cholangiocytes are liver-specific biliary epithelial cells whose primary function is the production and modification of bile as it flows along the biliary tract.^59^ 

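Epcam, Sox9, Anpep and Anxa4 were used to look for cholangiocytes in each map. Cells with a UMI of at least 3 of these genes numbered 8 in the TLH map, 21 in the snRNA-seq map and 132 in the immune-enriched map. In the immune-enriched map, 76 and 52 of them lay in hepatocyte-like clusters with median depths of 35526 and 38973 UMIs. Sox9 alone had a UMI in 14 TLH cells, 27 nuclei and 3 immune-enriched cells.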

In line with previous literature, cholangiocytes were poorly captured with scRNA-seq and were only detected by our snRNA-seq map.^43^ 

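No cluster of nuclei took the cholangiocyte-like name at the first clustering. A subcluster of 18 nuclei, split from the endothelial-like nuclei, had Epcam, Kif12, Krt18 and Sox9 among its leading genes. It took no name in the first comparison. In the second it had 6 cholangiocyte markers among its leading genes, but that comparison could give only the hepatocyte-like name. It held 4, 5, 1 and 8 nuclei from the 4 rats, with a median of 1254 UMIs and no UMI of Lyve1. On the tissue sections Anxa4 had loadings of -0.00352 and 0.00505 on PC1 of sections A and B, and Epcam had -0.00604 and 0.00706. On PC2 the loadings were 0.00574 and 0.00198 for Anxa4, and 0.000846 and 0.00176 for Epcam. The genes Anxa4, Epcam and Krt8 together stood at the percentiles 16 and 98.2 on PC1 and 96.6 and 91.2 on PC2, and Sox9 was too rare to have a loading.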

SnCluster 29 of the snRNA-seq map was identified as being enriched in the expression of *Epcam*, *Sox9*, *Anpep*, and *Anxa4*,^43^ resulting in a total of 108 cholangiocyte-like cells with *Anxa4* and *Epcam* showing a periportal distribution on the spatial transcriptomics map (Figures 3A and 3C).

### Myeloid cells

The liver contains more resident myeloid cells than any other solid organ in the body.^60^ Tissue-resident myeloid cells exhibit immense phenotypic plasticity and can perform a diverse set of functions. Depending on the local immune microenvironment and external stimuli, bone marrow-derived monocytes can be recruited to the liver, where they participate in both liver injury and tissue repair. In comparison, the primary function of sessile resident myeloid cells is to clear debris, in addition to mediating the tolerogenic environment of the liver in the steady state.^61^^,^^62^

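In the TLH map, clusters of 1185 and 429 cells were named Marco/Cd5l macrophage-like, with 436 and 573 cells from the DA rats and 280 and 325 from the LEW rats. Cd68 had a UMI in 72.6% of these 1614 cells at a median of 2823.5 UMIs, in 37.2% of Lyz2/Cd74 myeloid cells and in 3.21% of hepatocyte-like cells. In nuclei, the like-named class held 245 nuclei with a median of 1382 UMIs. Cd68 had a UMI in 32.2% of them and in 0.856% of hepatocyte-like nuclei.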

Our single-cell analysis revealed multiple clusters of *Cd68*^+^ myeloid-enriched cells. *Cd68*^+^ myeloid scClusters 5 and 10 were characterized by enriched expression of *Marco*, *Vsig4*, *Cd5l*, *Cd163*, and *Hmox1* (Figure 1H, see extended gene expression in Figure S11). These clusters appear to be more Kupffer cell-like due to the expression of key genes (*Marco*, *Cd5l*, *Clec4f*) which have been previously described to annotate more tissue-resident myeloid populations.^63^ Specifically, *Vsig4* is a co-inhibitory ligand that has a hepatoprotective role in maintaining the intrahepatic tolerance required to suppress triggered immune responses^64^^,^^65^ and has been shown to be highly expressed in murine Kupffer cells (KCs),^64^^,^^65^ as well as being a core KC gene in pig and macaque KCs.^34^ These findings may suggest a tolerogenic role of *Marco*^+^*Cd5l*^*+*^*Cd68*^*+*^ cells, which are represented by snCluster 19 of our snRNA-seq map (Figure 3A). 

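Marco, Vsig4, Cd5l, Clec4f, Cd163 and Hmox1 were in the marker list of these clusters, so their level there follows from the naming. Their spread to other classes does not. Clec4f had a UMI in 18.9% of the Lyz2/Cd74 myeloid TLH cells, at a median of 2560.5 UMIs, and Cd5l in 15.5%, against 9.79% and 10.1% of hepatocyte-like cells. In the immune-enriched map Clec4f was found in 94.1% of the macrophage-like cells, 25.1% of the Lyz2/Cd74 myeloid cells and 6.35% of hepatocyte-like cells.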

Our analysis of scCluster 9 revealed a mixed cluster of *Ptprc+* immune cells enriched for *Cd68*^*+*^myeloid cells (enrichment and subclustering of immune cells are discussed in the following). 

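The Lyz2/Cd74 myeloid cluster of the TLH map held 296 cells, 94 and 90 from the DA rats and 55 and 57 from the LEW rats. Lyz2 and Cd74 gave the name. Vsig4 had a UMI in 8.78% of these cells, against 81.5% of the Marco/Cd5l macrophage-like cells and 5.31% of hepatocyte-like cells. Marco had a UMI in 8.11%, against 41.4% and 6.46%. These shares of Vsig4 and Marco were thus near the background of cells that should lack them. Cd163 was found in 4.73%.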

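In the 48 nuclei of the Lyz2/Cd74 myeloid class, with a median of 1430 UMIs, Ptprc had a UMI in 79.2% and Cd68 in 12.5%. Marco had no UMI in them, and Vsig4 none, against 45.3% of macrophage-like nuclei with Vsig4 and 1.61% of hepatocyte-like nuclei. In the immune-enriched map the like-named class of 259 cells had Cd68 in 72.2% of cells.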

ScCluster 9 is enriched in described macrophage and monocyte markers (*Cd68*, *Cd74*, *Lyz2*, and major histocompatibility complex (MHC) class 1-related genes) without the expression of *Vsig4* and *Marco*, suggesting that it is enriched for recently recruited macrophage/monocyte populations. However, ScCluster 9 also contains additional immune populations such as T cells (*Cd3e*), conventional denditic cells (cDCs) cDC1s (*Clec9a*, *Xcr1*, *Batf3*, *Irf8*) (Figure S11), cDC2s (*Clec10a*, *Irf4*, *Sirpa*), and plasmacytoid dendritic cells [pDCs] (*Siglech*). This macrophage/monocyte cluster was represented by snCluster 33 of our snRNA-seq dataset, but due to lower capture of non-myeloid immune cells by snRNA-seq technologies,^43^ it contains only a minor *Ighm*^+^ B cell population (Figure 3A). 

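Within the Lyz2/Cd74 myeloid cells of the TLH map, Clec9a had a UMI in 10.8%, Xcr1 in 11.1% and Batf3 in 4.05%. In hepatocyte-like cells the shares were 0.123%, 0.129% and 0.0245%. Clec10a was found in 17.2%, against 0.215%, and Irf4 in 2.36%, against 0.0245%. Irf8 was found in 22% and in 75.5% of pDC-like cells, against 1.25%. Sirpa was found in 10.1%, below its 14.1% in Marco/Cd5l macrophage-like cells, against 2.25% of hepatocyte-like cells. Siglech had no UMI in the Lyz2/Cd74 cells, and 55.2% of the 143 pDC-like cells had one, although Siglech was in the list that gave their name. Cd3e had no UMI in the Lyz2/Cd74 cells, 6.35% of NK-like cells and 18.6% of an unnamed cluster of 258 cells with a median of 2196 UMIs had one, against 0.0675% of hepatocyte-like cells. The unnamed cluster also had Ighm in 37.2% of its cells and Coro1a in 43.4%, so genes of both B and T cells lay in it.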

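Ighm had a UMI in 14.6% of the Lyz2/Cd74 nuclei, a total of 467 UMIs, against 0.721% of hepatocyte-like nuclei. Clec9a was found in 14.6% of them, Xcr1 in 6.25%, Clec10a in 10.4% and Cd3e in 4.17%. With 48 nuclei in the class, each percentage rests on few nuclei.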

To resolve zonation, an examination of key myeloid markers (*Cd68*, *Cd163*) and key genes of KC-like myeloid cluster genes (*Cd5l*, *Marco*, *Aif1*, *Hmox1*, *Clec4f*) in PC1 was performed. 

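The macrophage genes Cd68, Cd163, Cd5l, Marco, Aif1, Hmox1 and Clec4f were all positive on PC1 of section B, with a median loading of 0.0205 at the percentile 100 of random lists. Marco had the largest of those read, 0.0968, and Cd5l had 0.0547. On PC1 of section A 1 of the 7 was positive and the median was -0.00439 (percentile 4.88). Marco had -0.0100 there and Cd163 -0.00275. On PC2 all 7 were positive in both sections, at medians of 0.0232 and 0.00891, the percentile 100 in each. Without the mitochondrial and haemoglobin genes the list stood at the percentile 100 on PC1 and 0 on PC2 of both sections. With genes found in at least 1% of spots it stood at 87.5 on PC1 of section A, with 3 of 7 positive. With log-normalized counts the list stood at 31.1 and 35.7 on PC1 of sections A and B.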

The positive enrichment in PC1 suggests the presence of myeloid cells is skewed toward the periportal areas (Figures 3D–3F; Data Portal). To validate this enrichment, quantification of immunohistochemistry stainings of *Cd163*, *Cd68*, and *Hmox1* was performed using a publicly available QuPath-based image analysis protocol.^66^^,^^67^ This analysis confirms the periportal-biased nature of non-inflammatory myeloid cells (Figures 3G–3J and S12).

### Varimax PCA analysis uncovers biological sources of variation between rat strains

To better understand strain-specific differences in our map, we applied varimax PCA,^44^^,^^68^^,^^69^ a matrix factorization method, to separate DA and LEW signals (principal components, or factors) in the data from other signals for further interpretation (Figure 1B, Figure 4, Table S5). To identify factors that can explain strain-specific differences, we used a random forest to predict strain labels from the factors identified per cell and discovered the factors most important for the strain label classification (Figure 4A). We also identified principal components that explain cell-type signals using correlation analysis (Figures 4B and S13). The resulting factors were interpreted using pathway and gene set enrichment analysis (see STAR Methods). 

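Varimax rotation of 50 components of the TLH map was searched for the factor with the largest separation of DA from LEW over all cells, and among the others for that with the largest separation in macrophage-like cells. The separation is the probability that a cell drawn from one strain scores above a cell drawn from the other, taken over all cells, which are not replicates. Loadings of the first factor were correlated with those the authors list for their PC5 at -0.994 across genes, and those of the second with PC15 at 0.989, over the 695 listed genes of each that were matched. The listed tables hold only part of the 13084 genes. The next factor in order separated the strains at 0.716.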

Using this approach, two main strain-specific factors (varimax PC5 and 15) were identified (Figures 4A and S14) within the scRNA-seq TLH map. The strongest strain-specific signal is observed with varimax PC5, which affects all cells in the data (Figures 4C and 4D). 

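The first factor separated the strains at 0.99993 over all TLH cells, and at 0.9977 or above in each class. The mean scores of the rats were -2.11 for DA-1, -3.96 for DA-2, 4.46 for LEW-1 and 4.64 for LEW-2, so the strains did not overlap at the level of rats, of which each strain has 2. With each rat left out in turn, the factor with the largest separation was picked again, so its separation, 0.99798 to 0.99998, says little about stability. Its loadings were correlated with those from all rats at 0.819 without DA-2, 0.851 without DA-1, 0.900 without LEW-2 and 0.942 without LEW-1, and at 0.992 with 30 components in the rotation.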

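By absolute loading on the first factor, Cyp4a2 ranked 1 and Apoc1 9 on the DA side, and Cyp2c6v1 ranked 3 and Fabp1 8 on the LEW side. Cyp2e1 ranked 54 and Cyp2c11 140, also on the LEW side. In hepatocyte-like TLH cells, summed per rat, Fabp1 was higher in both LEW rats than in both DA rats, with a log2 fold change of 0.89 and an adjusted p of 0.01473 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 9946 genes. Cyp4a2 was lower in both LEW rats, at -3.58 (adjusted p = 0.02517). Apoc1 did not pass the threshold, at -0.31 (adjusted p = 0.327), and ranks high in the factor on cells of all classes. In that comparison 435 genes passed an adjusted p of 0.05, 209 higher in LEW and the others higher in DA, and all 435 had the strains apart. Of all tested genes 53.4% had the strains apart, where chance gives 33.3% for 2 rats against 2. Leaving a rat out, which leaves 1 rat in a strain, changed the count to between 95 and 258.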

Genes with the strongest association with this factor are hepatocyte markers (*Apoc1*, *Fabp1*, and Cytochrome p450 genes), suggesting that this factor mainly represents strain variations within the hepatocyte populations (Figure 4E). 

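The hepatocyte-factor genes differed between strains in every TLH class. The median log2 fold change of the 10 genes higher in DA lay between -1.90 and -2.50 in the classes, and that of the 10 genes higher in LEW between 0.59 and 1.11. Free RNA was estimated from the barcodes below the median depth of each library, since none had 10 to 100 UMIs. In each library the median of these barcodes was 1020 UMIs or more, so some can hold cells. They numbered 25279 to 31119 per library, more than the cells the paper aimed to capture, so most are not expected to hold one. With hepatocyte marker genes in macrophage-like cells taken as free RNA, it made up 49.8% to 65.0% of the macrophage-like UMIs of the rats. With macrophage, endothelial and mesenchymal markers in hepatocyte-like cells taken the same way, it made up 82.5% to 90.4% of theirs. After this share was subtracted, 0 of 5569 genes passed in hepatocyte-like cells by edgeR, and 512 had an unadjusted p under 0.05. Since some of the barcodes can hold cells, the subtraction may also have removed RNA of the cells themselves. The strain differences in those barcodes and in macrophage-like sums were correlated across 7 genes at 0.759. Hepatocyte-like cells held these genes at over 4 times the level of macrophage-like cells. With LEW-2 left out, 5 genes met this rule and their correlation was -0.289, so the gene set changed too. Over 23 hepatocyte genes taken from the nuclei, a choice made later, the correlation was 0.863.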

The global association of this factor with all cells in the scRNA-seq dataset is likely a cell-dissociation procedure artifact caused by fragile hepatocytes leaking RNA into the cell homogenate before sequencing (Figure S15).^43^ DA strain-associated genes in this factor are enriched in nuclear receptors, such as *Hnf4a*, *Pparg*, and *Esr1* (Table S6) (Figure S16). 

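In hepatocyte-like nuclei, summed per rat, the 20 genes of the hepatocyte factor had a median log2 difference of 1.54 towards the strain of the TLH factor, with 19 of 20 in that direction. The 10 genes of the LEW side had a median of 1.07 with 10 of 10 higher in LEW, and the 10 of the DA side 1.75 with 9 of 10 higher in DA. With each rat left out, the median of the 20 lay between 1.26 and 1.62. In the same nuclei 176 of 10751 genes passed an adjusted p of 0.05 by edgeR. Across the 417 genes that passed in hepatocyte-like TLH cells and were tested in nuclei, 396 had the same sign, 95%. The fold changes of these genes were correlated at 0.909 across genes, which are not independent replicates. Over all 9361 genes tested in both, 65.4% had the same sign and the correlation was 0.699. Fabp1 had a log2 fold change of 1.10 in nuclei with an adjusted p of 0.300, and Apoc1 of 0.02.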

*Pparg* promotes *de novo* lipogenesis and fat accumulation in hepatocytes.^70^^,^^71^ This hepatocyte-specific strain signal was confirmed in the snRNA-seq dataset (Figure S17; Table S5). The second-strongest strain-specific signal is varimax PC15, which is mainly associated with myeloid populations of both rat strains (Figures 4F and 4G), as confirmed by the genes with the strongest association with this factor (Figure 4H), the expression pattern of *Marco*, *Visg4*, *Cd68*, and *Lyz2* marker genes (Figure 4I), and the correlation with myeloid cells in our map (Figure 4J).

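The second factor separated DA from LEW at 0.987 in Marco/Cd5l macrophage-like TLH cells, at 0.728 in hepatocyte-like cells and at 0.774 over all cells. The mean scores of the macrophage-like cells were -3.05 for DA-1, -6.39 for DA-2, 5.14 for LEW-1 and 5.32 for LEW-2, a difference between strains of 9.95. In Lyz2/Cd74 myeloid cells the difference was 3.98 and in hepatocyte-like cells 0.76. With 30 components the separation in macrophage-like cells was 0.97066. With a rat left out it stayed between 0.959 and 0.989, but without DA-2 its loadings were correlated with those of the factor from all rats at 0.445.

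**Figure D2:**
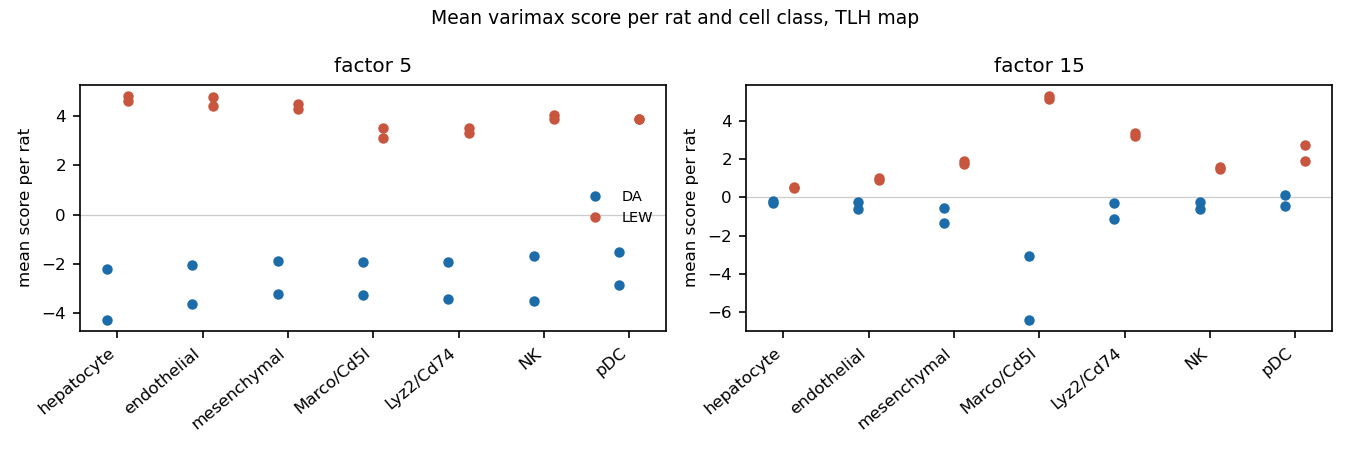
Mean scores of the 2 strain-related varimax factors for each rat and cell class of the TLH map. The first factor separates the DA rats from the LEW rats in every class, and the second separates them most in macrophage-like cells.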

**Figure 4:**
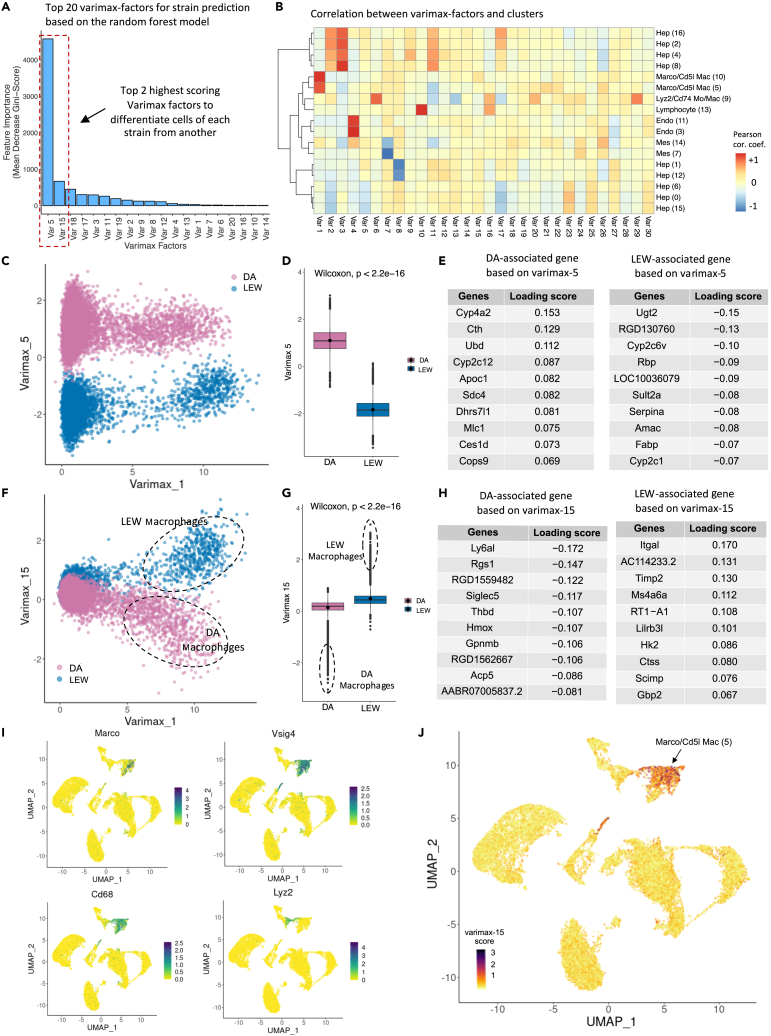
Varimax PCs capture rat hepatic cell identity signatures and strain-specific differences (A) Bar plot representing the feature importance scores (mean decrease Gini impurity) of the top 20 features (varimax factors) of the random forest model trained to predict the strain attributes of the rat hepatic cells. Varimax PC5 and 15 are the most informative features to differentiate cells of each strain from another, which indicates the two factors have captured strain-related variations within the map. (B) A correlation heatmap between the average gene expression of each cluster and the loading scores of varimax factors (capturing the contribution of all genes to a factor). Columns are varimax factors and rows are cell populations. Each cell-type cluster is defined by key marker genes, and dark red or blue indicates that the expression of a marker gene set is positively or negatively correlated, respectively, with a particular varimax factor. A high absolute correlation value indicates a match between a varimax factor and a cell-type cluster. (C) The projection of cells over varimax-1 and 5 indicates that the cells from each strain form distinct clusters over varimax-5. (D) Boxplot indicating the distribution of varimax-5 score over each strain. Cells from DA and LEW strains represent significantly different varimax-5 scores (Wilcoxon-test p value <2.2e-16), indicating that varimax-5 has captured strain differences. (E) The top 10 genes on the top (left table) and bottom (right table) of the varimax-5 loading list mainly contain known hepatocyte markers, indicating that varimax-5 has captured hepatocyte-specific strain differences. Genes with high positive scores (left table) are associated with the DA strain and genes indicating negative loading scores (right table) are LEW-related. The absolute loading scores indicate the contribution of each gene to the corresponding factor. (F) Projection of cells over varimax-1 and 15 indicates that a population of cells from each strain (dotted lines) forms distinct clusters over varimax-15. Annotation of the selected cells indicates that they are mainly from the *Marco*+ myeloid cluster 5. (G) Boxplot indicating the distribution of hepatic cells based on strain over varimax-15. (Wilcoxon-test p value <2.2e-16). The outlier data points (dotted lines) are mainly myeloid cells. (H) The top 10 genes with positive (right table) and negative (left table) varimax-15 loading scores are immune-response related. Genes with positive scores (right table) are associated with the LEW strain, and genes indicating negative loading values (left table) are DA related. The absolute loading scores indicate the contribution of each gene to the corresponding factor. (I) Expression pattern of known myeloid marker genes *Marco*, *Vsig4*, *Cd68*, and *Lyz2* over UMAP. Dark green represents high expression values. The distribution of general myeloid markers (*Cd68*, *Vsig4*) and non-inflammatory myeloid marker (*Marco*) is consistent with the varimax-15 distribution (Figure 2J). (J) The UMAP projection of cells colored based on the varimax-15 score shows the enrichment of varimax-15 over *Marco*^+^ myeloid population (cluster 5). Darker colors represent higher values of varimax-15 scores. Data are represented as mean ± SEM with each dot representing a single cell. Corrcoef.: correlation coefficient, Var: varimax PC. varimax PCs are referred to as PCs within the main text.

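In macrophage-like TLH cells, summed per rat, 447 of 6669 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 211 higher in LEW and 236 higher in DA. All 447 had the strains apart, against 50.7% of all tested genes and 33.3% by chance. The paper's rats are age-matched at 16 to 18 weeks and the labels give 8 to 10 weeks for both strains, but the names of the files hold 10 weeks for both DA rats and 13 weeks for both LEW rats, so a difference in age is not excluded for these counts. The file names of the immune-enriched rats hold 9 weeks for both strains, and in their macrophage-like cells, from 1 rat of each strain, the lists of the myeloid factor went the same ways, with 10 of 10 LEW genes and 10 of 10 DA genes. Subtracting free RNA moved the count most, to 15 of 5135 genes. Some of the barcodes used for it can hold cells, so part of this fall may be a loss of real signal. DESeq2 gave 162. With a rat left out, which leaves 1 rat in a strain that is assumed to vary like the others, the count ranged from 335 to 795, the last without DA-1. Itgal had 2 UMIs in the DA rats and 320 in the LEW rats, a ratio of 213 with a counting interval of 58.6 to 1770 and an adjusted p of 3.117e-08. Timp2 had a log2 fold change of 2.13 (standard error 0.188, adjusted p = 6.974e-06) and RT1-A1 of 2.91 (standard error 0.244, adjusted p = 5.368e-05), both higher in both LEW rats. Lilrb3l had 2.88 (adjusted p = 2.312e-05). On the DA side, Ly6al had 720 UMIs against 1, a ratio of 540 with an interval of 96.6 to 21400, and Siglec5 had -2.84 (adjusted p = 4.912e-05). Hmox1 did not pass, at -0.48 (adjusted p = 0.1001), nor did Cd163, at 0.01 (adjusted p = 0.984). The 15 genes that the paper names here were tested, and 13 passed over all genes and 14 when adjusted over the list alone. The study chose that list on these samples, so the second count is not independent evidence.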

Comparing the expression level of the top varimax PC15 genes in the myeloid cells of the two strains confirms the strain-specificity of this factor (Figures 5A–5C). Pathway analysis identified higher activation of lymphocyte-mediated immune responses, lymphocyte migration and chemotaxis, response to interferon, and allograft rejection pathways in LEW compared to DA *Marco*-enriched myeloid cells (Cluster 5) (Figure 5D; Table S7). This factor is enriched in myeloid and T cell differentiation transcription factors (TFs) (Figures 5E and 5F). 

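The paper lists 53 gene sets for the factor, of which 9 could be read in full from the supplement. In macrophage-like TLH cells, 8 of the 9 had a camera adjusted p under 0.05, all higher in LEW. The paper found these sets on the same TLH samples, so this is not independent evidence. The lowest in TLH cells was monocyte chemotaxis, with an adjusted p of 7.144e-05, a median log2 fold change of 0.10 and 8 of 14 tested genes higher in LEW. Response to type I interferon had a median of 0.33 with 12 of 19 higher (adjusted p = 0.002594), and cytokine production 0.53 with 8 of 12 higher (adjusted p = 0.004224). Under fry, 6 held. Response to type I interferon (fry adjusted p = 0.06185) and regulation of lymphocyte chemotaxis (0.07975) did not. With the RT1 genes left out, 6 held under camera, and the sets for cell killing and leukocyte cytotoxicity rose to an adjusted p of 0.7384. The median of leukocyte cytotoxicity was then -0.25. With DA-2 left out, 6 held. In macrophage-like nuclei 1 of the 9 passed under camera, T cell migration (adjusted p = 0.009818), and 3 of the 9 pointed to LEW. From the pathways of the myeloid factor, the paper states a higher activation of lymphocyte and interferon responses in LEW.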

LEW-enriched TFs include *Irf8*, *Irf1*, *Spi1*, *Pou5f1*, *Stat4*, and *Stat5a*, which are mostly inflammatory process-associated genes present in chronic diseases like rheumatoid arthritis^72^^,^^73^^,^^74^ (Figure 5F). *Irf1*, *Irf8*, *and Spi1* (PU.1) work cooperatively to shape the chromatin landscape to polarize macrophages for inflammatory responses, while *Stat4* deficiency leads to repolarization toward alternatively activated macrophages.^72^^,^^73^^,^^74^ The DA-specific TFs include *PPAR-γ*, *Nucks1*, *Runx1*, *Mitf*, and *Gata1*, which have been described more broadly in the literature^73^^,^^75^^,^^76^^,^^77^ (Figures 5E and S18; Table S6). For example, *PPARγ* is associated with M2-like macrophage polarization, *Nucks1* and *Runx1* are implicated in immunomodulation, and *Gata1* and *Mitf* are associated with cell fate and differentiation.^78^^,^^79^^,^^80^^,^^81^

**Figure 5:**
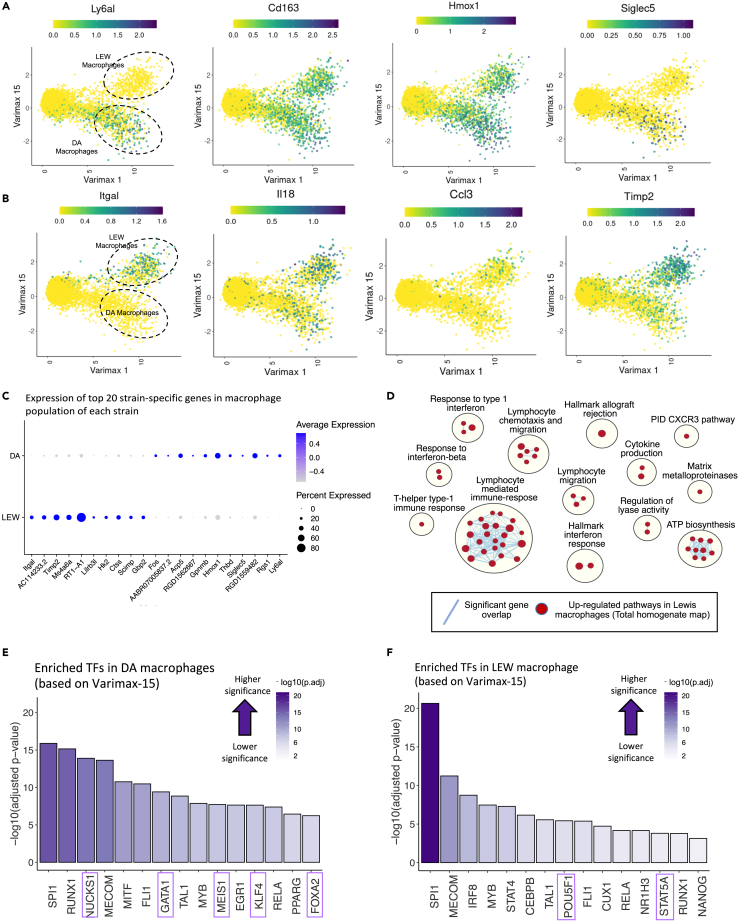
Strain-specific differences are found in intrahepatic myeloid cells (A) Expression pattern of the top DA-enriched genes (*Ly6al*, *Cd163*, *Hmox1*, *Siglec5*) over PC15 and 1. LEW and DA myeloid cells have been marked with dotted circles. Dark green indicates higher expression values. Comparison with Figure 2F confirms that the selected genes have higher expression in the DA strain compared to LEW. (B) Expression pattern of the top LEW-enriched genes (*Itgal*, *Il18*, *Ccl3*, *Timp2*) over varimax-15 and 1. Comparison with Figure 2F confirms that the selected genes have higher expression in the LEW strain compared to DA. (C) Dot plot indicating the relative expression of strain-related genes within the myeloid fraction (clusters 5, 10, 9) of each strain. The top 10 genes with positive (LEW-associated) and negative (DA-associated) varimax-15 loading scores have been selected. The size of the circle indicates the percentage of cells in each population expressing the marker, and its color shows the average expression value. (D) Pathway enrichment analysis using GSEA (gene set enrichment analysis) to examine active cellular pathways in LEW vs. DA myeloid cells based on varimax-15 loadings visualized as an enrichment map. Each circle represents a gene ontology (GO) biological process term. The size of the circles represents the number of genes in that pathway, and blue lines indicate significant gene overlap. Since PC15 is positively correlated with the LEW strain and negatively correlated with DA, red circles represent activated pathways in LEW and blue indicates upregulated pathways in DA. No pathway was significantly upregulated in DA. Transcriptional factor (TF) binding site-based gene set enrichment analysis using gProfiler on the ChEA ChIP-Seq database identifies TFs which may be activated in (E) DA and (F) LEW myeloid cells. TFs are sorted based on their enrichment significance calculated as –log10(adjusted p value). Dark purple indicates higher significance. Purple boxes highlight TFs which are uniquely enriched in that strain.

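Varimax rotation of the nuclear map gave one factor that separated DA from LEW over all nuclei, at 0.978. It separated the strains at 0.982 in hepatocyte-like nuclei and at 0.965 in macrophage-like nuclei. Its absolute loading correlation was 0.524 with the TLH hepatocyte factor and 0.0795 with the TLH myeloid factor. The next factor reached 0.883 over all nuclei. Among the remaining factors, the largest separation in macrophage-like nuclei was 0.759.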

No strong myeloid-specific strain-related varimax factors were discovered using the snRNA-seq map, which can be explained by the lower representation of non-inflammatory myeloid cells within the snRNA-seq map (276 cells) compared to the scRNA-seq TLH map (1,668 cells). However, we were able to validate the myeloid-specific strain factor identified in the scRNA-seq TLH map. We selected the top 10 PC15-associated genes and calculated their enrichment within the myeloid cells of the snRNA-seq map. 

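The 10 genes with the largest loadings of the TLH myeloid factor on each side were read in macrophage-like nuclei, summed per rat. The LEW genes Itgal, AC114233.2, Timp2, Ms4a6a, RT1-A1, Lilrb3l, Hk2, Ctss, Scimp and Slfn4 gave 6 genes with enough counts, 5 of them higher in LEW, and a median log2 fold change of 0.82. The DA genes Ly6al, Rgs1, RGD1559482, Siglec5, Hmox1, Thbd, Gpnmb, RGD1562667, Acp5 and Fos gave 9 genes, all 9 higher in DA, with a median of 2.43 towards DA. The lists were chosen in TLH cells, and the nuclei come from other libraries. With each rat left out the LEW median lay between 0.74 and 1.45 and the DA median between 2.10 and 3.40. With each library clustered on its own, without integration, the LEW list had a median of 0.29. Leaving out DA-2 moved the LEW median most. Across 253 genes that passed in the TLH cells and were tested in nuclei, 144 had the same sign (56.9%), against 47.7% of all genes tested in both. Their fold changes on the 2 platforms were correlated at 0.706, against 0.361 over all 2377 genes tested in both, and the 7 genes that passed in both had the same direction.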

In line with our scRNA-seq results, varimax PC15 signatures show strain differences within the myeloid cells of the snRNA-seq samples (Figures S19A–S19F). We also evaluated the DE genes between DA and LEW within the myeloid population of the snRNA-seq samples using a generalized linear mixed model considering covariates, like sample and strain.^82^ The most DE genes include the top strain-related genes identified by the varimax analysis approach (*Itgal*, *RT1-A1*, *Timp2*, *Lilrb3l*, *RT1-T24-3*) along with some expected ambient-RNA transcripts (Figure S19G). These results suggest that the baseline hepatic microenvironment in the LEW rat is more pro-inflammatory compared to the DA strain and highlight myeloid cells as potential drivers of the enriched inflammatory pathway activation in LEW rats. 

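In macrophage-like nuclei, summed per rat, 14 of 2503 genes passed an adjusted p of 0.05 by edgeR, 10 higher in LEW and 4 higher in DA, all with the strains apart. Of all tested genes 41% had them apart, where chance gives 33.3%. DESeq2 gave 18. With each library clustered on its own edgeR gave 0, with 213 genes at an unadjusted p under 0.05. Without the filter on low counts it gave 75. The excess in LEW depended on the setting. Genes higher in LEW and in DA numbered 11 and 7 with DESeq2, and 37 and 38 without the filter on low counts. They numbered 40 and 37 with the replicate number as a block, and 0 and 2 with the stricter cell filter. Itgal had UMIs of 2 and 4 in the DA rats and 28 and 30 in the LEW rats, a log2 fold change of 3.33 (standard error 0.502, adjusted p = 0.0146). RT1-A1 had 1.39 (adjusted p = 0.1136) and RT1-T24-3 1.32 (adjusted p = 0.1607). Timp2, with 3 UMIs against 22, and Lilrb3l, with 2 against 19, were too rare to test. Their ratios were 7.38 with a counting interval of 2.22 to 38.5 and 9.56 with 2.31 to 84.7. Of the 15 genes that the paper names, 12 were tested in nuclei. Over all genes 1 of them passed, and 7 passed when adjusted over the list alone. The paper names part of this list from the same nuclei, so the second count is not independent evidence. The paper used a mixed model over nuclei, which was not run here. From its results and the varimax factor, it proposes a more pro-inflammatory baseline in the LEW liver. In a joint fit of TLH, immune-enriched and nuclear macrophage-like sums, 96 of 6976 genes passed, and 71 of the 96 had the strains apart, against 5.45% of all tested genes and 2.78% by chance. There Itgal had 4.74 (adjusted p = 0.0003004), RT1-T24-3 1.14 (adjusted p = 0.0009333) and Lilrb3l 2.66 (adjusted p = 1.981e-05). Over the 36 ways to split the samples within platforms, the strains gave the largest count, and the largest of the others was 23. The fit treats the rats of the platforms as separate animals, which is not certain. It also holds the TLH libraries that gave the myeloid factor, so it says little about nuclei alone.

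**Figure D3:**
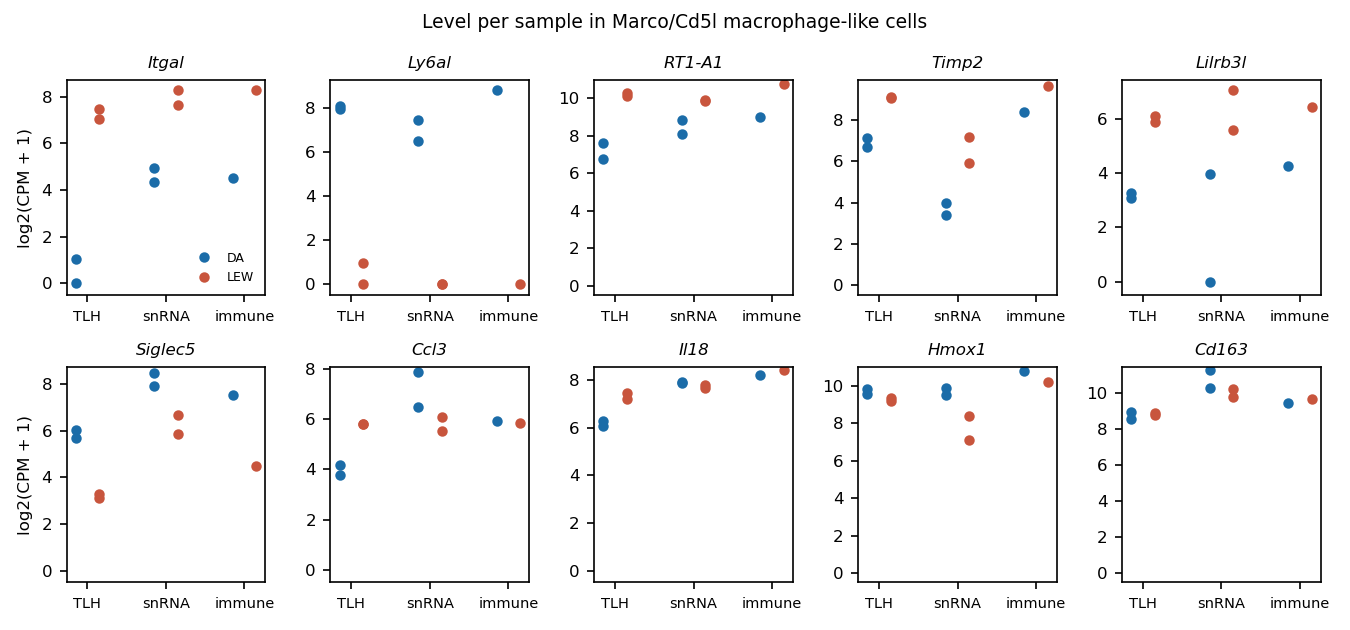
CPM of selected genes, as log2 after adding 1, in Marco/Cd5l macrophage-like cells of each TLH, snRNA-seq and immune-enriched sample. Each point is a sample, and the LEW samples lie above the DA samples for Itgal on every platform.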

We then considered whether myeloid cell frequency in the DA and LEW livers may be influencing the inflammatory status of LEW rats. Alterations in cell-type frequencies in scRNA-seq data are confounded by sample-specific dissociation efficiency. Therefore, we employed immunohistochemistry to compare the frequency of CD68^+^ cells between the two strains. However, quantification of CD68 staining showed no significant difference in the frequency of CD68^+^ cells in LEW vs. DA (Figures 3G and 3H). These results suggest that the variations in inflammatory potential are not likely caused by differences in the frequency of intrahepatic CD68^+^ cells.

### Immune enrichment maps rat lymphocyte and myeloid populations at higher resolution

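Alb, which hepatocytes express, had a UMI in 100% of the macrophage-like TLH cells, at 14500 CPM, against 29100 in hepatocyte-like cells. In macrophage-like nuclei it was 15100, against 36000 in hepatocyte-like nuclei. In the immune-enriched libraries, macrophage-like cells had 1420 with a UMI in 97.3% of cells, NK-like cells 4110 and pDC-like cells 1080, against 47200 in hepatocyte-like cells.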

Our scRNA-seq TLH map and snRNA-seq map contained hepatocyte-derived ambient RNA, as expected^43^ (Figure S20), which interfered with immune cell marker identification and resulting immune cell annotation. 

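Immune-enriched libraries came from 1 DA rat and 1 LEW rat, prepared with 3′ version 3 chemistry. For these rats too the paper gives 16 to 18 weeks of age and the labels 8 to 10. The authors deposited UMI counts of the called barcodes as in the TLH libraries. The DA library held 48255870 UMIs in 4690 barcodes and the LEW library 60005133 in 6815. The filter was at least 1000 UMIs and at most 50% mitochondrial UMIs, and the later steps followed the TLH map. With 1 sample per strain, no test between strains is made, and intervals are exact 95% binomial intervals that cover counting error only.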

To provide a more detailed resource of rat hepatic immune cells, two additional immune-enriched samples were mapped (Figure 6A). These samples underwent additional washing steps and red blood cell depletion to reduce the hepatocyte-released ambient RNA (Figure S20). The percentage of cells annotated as hepatocytes decreased from 71.14% in the scRNA-seq TLH map to 49.11% in the immune-enriched map. 

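Hepatocyte-like cells made up 70.79% of the kept TLH cells (95% interval 70.2% to 71.38%), and 49.66% of the immune-enriched cells (48.07% to 51.26%). In the 4 TLH rats the shares were 68.56%, 65.48%, 77.68% and 74.69%, with an SD of 5.573. The immune-enriched DA library had 21.75% and the LEW library 61.79%, so the pooled value stands between libraries that differed by more than the TLH rats did.

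**Figure D4:**
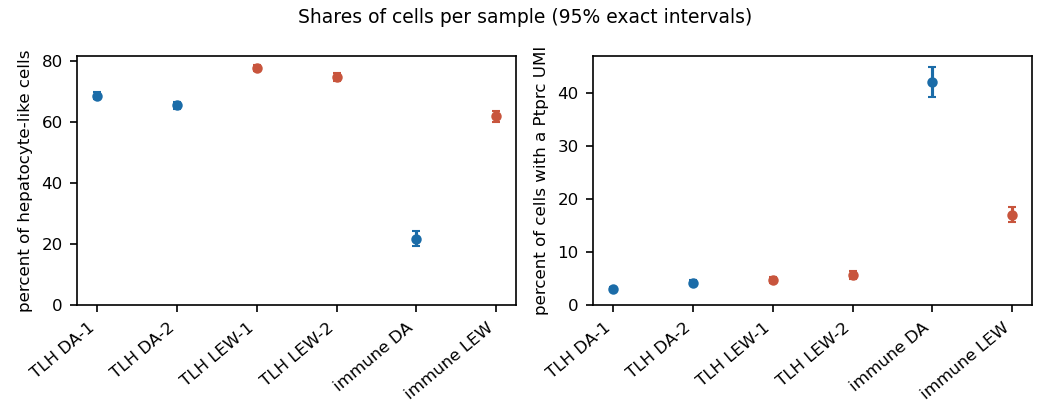
Shares of hepatocyte-like cells and of cells with a Ptprc UMI in each TLH and immune-enriched library, in percent, with exact 95% intervals. The immune-enriched libraries differ from each other more than the TLH libraries do.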

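A UMI of Ptprc was found in 944 of the immune-enriched cells, 24.58% (95% interval 23.23% to 25.98%), and in 977 of the TLH cells, 4.241% (3.985% to 4.509%). The immune-enriched DA library had 42.05% and the LEW library 17.0%, while the 4 TLH rats had 3.035%, 4.232%, 4.71% and 5.671%. Within classes, Ptprc was found in 1.15% of hepatocyte-like immune-enriched cells at a median of 9901 UMIs, and in 93.3% of NK-like cells at 4097.5. After both were thinned to 1000 UMIs per cell, the pooled shares were 12.37% and 1.758%, which moved them most.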

The general immune cell marker, *Ptprc*, was expressed in 24% of the total cells in the immune-enriched map compared to 4% within the initial map (Figures 6B and 6C). Unfortunately, the scRNA-seq TLH and immune-enriched maps could not be integrated computationally, presumably due to the technical differences in their generation (Figures S21A–S21C). The varimax-based pipeline was also ineffective to deconvolute the sources of variation in the merged dataset of both sets of samples (Figure S21D). Consequently, the immune-enriched samples were analyzed separately. In total, 3,830 (1,161 + 2,669) single cells from the DA and LEW samples were integrated into the immune-enriched map after quality control (see STAR Methods; Figure S22). 

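The filter kept 1163 cells of the DA library, with a median of 4090 UMIs and 1197 genes, and 2677 of the LEW library, with 5581 UMIs and 1479 genes, 3840 in all. Scrublet called 18 of them doublets. The median share of mitochondrial UMIs in kept cells was 17.27% and 13.44%.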

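The immune-enriched map used 13774 genes and gave 20 clusters. All held cells of both libraries and 16 held at least 10 of each, with a smallest contribution of 1 cell. Of the nearest neighbours, 90.7% came from the same library before correction and 72.2% after, where random mixing would give 57.8%.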

Similar to the TLH map, the immune-enriched samples were batch-corrected and the final clusters represent cells from both DA and LEW rats (Figures 6D and 6E). The clusters were annotated based on the same approaches used for the initial samples (Extended results; Table S8).

**Figure 6:**
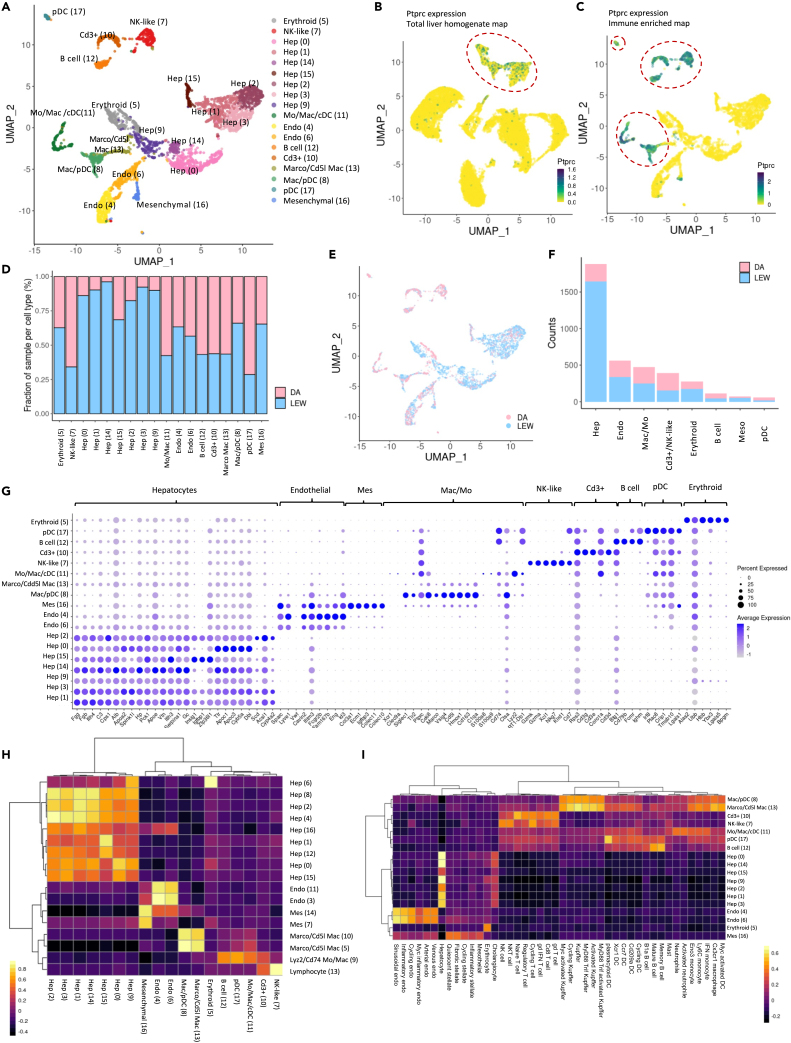
An immune-enriched scRNA-seq rat liver map provides a higher resolution of lymphocytes and myeloid populations (A) UMAP projection of immune-enriched samples where cells that share similar transcriptome profiles are grouped by colors representing unsupervised cell clustering results. As opposed to the total liver homogenate map, B cells and plasmacytoid dendritic cells (pDCs) have been well-captured in the immune-enriched map, and *Cd3*+ and NK-like cells form distinct populations. The legend indicates the unique color representing the cell-type annotation of each cluster. The cluster number is shown within the curved brackets. (B) Expression distribution of *Ptprc*, a general immune cells marker, over UMAP projection of total liver homogenate cells. (C) *Ptprc* expression over UMAP projection of immune-enriched map’s cells. Comparison with Figure 4B indicates that the immune-enriched map provides a better representation of the immune population compared to the total liver homogenate map. (D) Bar plot indicating the relative contribution of input samples to each cell population. Both samples have been represented in each of the clusters (cell types). (E) Labeling UMAP projection of cells based on the input sample indicates that cells from different samples have been well-integrated and clusters represent cell-type differences rather than sample-specific variations. (F) The number of cells in each major population colored by the contribution of each input sample. (G) Dot plot indicating the relative expression of marker genes in each population. The size of the circle indicates the percentage of cells in each population which express the marker of interest. (H) Comparison of total liver homogenate and immune-enriched rat liver maps. Rows and columns of the correlation heatmap represent the clusters within total liver homogenate and immune-enriched maps, respectively. The color of the heatmap cells indicates Pearson correlation values between the cluster average gene expressions. The top 500 highly variable genes in each map were used for correlation calculation. The dotted box indicates that the total liver homogenate map’s cluster 9 has a high correlation with B cells, pDCs, myeloid cells, and *Cd3*+ cell population of the immune-enriched map, confirming that immune-enriched map provides a higher resolution of lymphocytes and myeloid cells. Non-immune cell types of the two maps are consistent. (I) Comparison of rat healthy liver immune-enriched map and mouse healthy liver map [https://pubmed.ncbi.nlm.nih.gov/33106666/]. The rows and columns of the correlation heatmap represent the rat and mouse clusters, respectively. The color of the heatmap cells indicates Pearson correlation values between the cluster average gene expressions. The one-to-one orthologs in the top 2,000 highly variable genes of the two maps were used for correlation calculation (see STAR Methods). The comparison indicates a high consistency between the gene expression pattern of hepatic cell types between rats and mice.

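The named classes held 210 NK-like, 181 CD3+ T, 114 B, 56 pDC-like, 188 Marco/Cd5l macrophage-like, 259 Lyz2/Cd74 myeloid, 568 endothelial-like, 61 mesenchymal-like, 281 erythroid and 1907 hepatocyte-like cells, and 15 cells were unnamed. B cells came to 66 of the DA and 48 of the LEW library, and pDC-like cells to 40 and 16. The T and NK-like cells formed separate clusters. The mesenchymal-like class had Ptprc in 54.1% of its cells at a median of 15196 UMIs and Clec4f in 54.1%.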

The immune-enriched map has captured a more diverse set of liver-resident immune cells (Figures 6A and 6F), enabling a more detailed description of these cell populations (Figure 6G) compared to the scRNA-seq TLH and snRNA-seq maps. 

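Mean expression of the classes in the TLH and immune-enriched maps was compared over 343 genes. The correlation is across genes. NK-like cells of the maps were correlated at 0.94, Lyz2/Cd74 myeloid cells at 0.934 and pDC-like cells at 0.92, while the TLH pDC-like cells were correlated with immune-enriched B cells at 0.75. The unnamed TLH cluster of 258 cells was correlated with immune-enriched B cells at 0.844 and with CD3+ T cells at 0.635.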

A comparison of the scRNA-seq TLH and immune-enriched maps using correlation analysis confirmed that the immune-enriched map provides a higher resolution of lymphocytes and myeloid cells (Figure 6H). As a refinement to the immune annotations in the TLH map, individual populations of *Cd3*^+^ T cells (clusters 10), natural killer (NK)-like cells (cluster 7), B cells (cluster 12), and pDCs (cluster 17) were identified (described in the following) in the immune-enriched map (Figures 6G and 6H). Cluster 10 was characterized by enriched expression of *Cd3*^+^ T cell markers (*Cd3g*, *Cd3e*, *Cd3d*, *Coro1a*) (Figure S23). 

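Cd3d, Cd3e, Cd3g and Coro1a were in the list that named the T cells, which had a median of 4250 UMIs. Outside them, Coro1a had a UMI in 92.9% of NK-like and 96.5% of B cells, and in 0.944% of hepatocyte-like cells at a median of 9901 UMIs. Cd8a was found in 29.3% of T cells.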

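Ms4a1, Ighm, Cd79b and Fcmr were in the list that named the B cells, so their level there is no result. The 114 B cells had a median of 2744 UMIs. Cd74, which was in another list, had a UMI in 96.5% of them and Ptprc in 80.7%. Ighg1 had no UMI in any class of the 3 maps. Ighd is not among the gene names of the files.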

Cluster 12 identified a subset of cells enriched for B cell genes *Cd19*, *Ms4a1 (Cd20)*, *Ighm*, *Cd74*, *Cd79b*, and *Fcmr*, with no expression of *Ighd* or *Ighg*, suggesting that this cluster might be *Cd19*^+^*Cd20*^+^*IgM*^*+*^*IgD*^*-*^ immature B cells^83^ (Figure S24). The correlation heatmap (Figure 6I) indicated high gene expression similarity with the mouse^84^ B cell populations, supporting that this is a B cell population. 

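Siglech, Ptcra and Ptprcap were in the list that named the pDC-like cells. Of genes outside it, Tyrobp and Cd74 had a UMI in every one of the 56 pDC-like cells, which had a median of 7405 UMIs, and Ptprc in 83.9%. Siglech had no UMI in the subcluster of the immune-enriched map with the most cDC1 genes.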

Enriched gene expression in cluster 17 correlates with both monocyte-like macrophages (*Cd74* and *Tyrobp*), and pDCs (*Siglech*,^34^ *Ptprcap*,^85^ and *Ptcra*^85^) (Figure S25). When comparing the expression of this cluster to the mouse liver cell atlas, we see a high correlation with pDCs (Figure 6I), suggesting that the predominant cellular population of this cluster may be pDC enriched.^84^ 

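In the Lyz2/Cd74 myeloid class of the immune-enriched map, with clusters of 143 and 116 cells and a median of 3372 UMIs, Ptprc had a UMI in 73% and Marco in 8.88%, against 54.3% of macrophage-like cells and 6.55% of hepatocyte-like cells. The DA library gave 142 of these cells and the LEW library 117.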

Cluster 11 displays a correlation with monocytic macrophages and dendritic cells and similar DE genes as scCluster 9 suggesting it is a mixture of recently recruited immune populations (Figure S26). 

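NK-like cells of the immune-enriched map had Tbx21 in 66.7% of cells, against 0.0524% of hepatocyte-like cells, which was not in their marker list. Cd8a was found in 85.7%. Cd3d was found in 5.71% of the NK-like cells and 90.1% of T cells, and Cd3e in 6.19% and 94.5%. Ncr1, Prf1, Nkg7, Ccl5, Gzmk, Klrd1 and Cd7 were in the list that gave the name.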

DE genes in cluster 7 include *Tbx21* [aka T-bet], *Ncr1*, *Prf1*, *Nkg*7, *Ccl5*, *Cd8a*, *Gzmk*, *Klrd1*, and *Cd7*, with low expression o*f Cd3d*, suggesting it is an NK-like population^7^^,^^26^^,^^27^^,^^28^^,^^29^^,^^30^^,^^86^ (Figure S27). The expression of top genes in this cluster correlated with the NK cell population in the mouse dataset (Figure 6I) reinforcing that this cluster is an NK-enriched cluster. The *Ptprc*^+^ clusters of the immune-enriched map were subclustered for further evaluation (Figures S28–S33; Table S9). Upon subclustering of the *Ptprc*^+^ clusters, cDCs (cDC1: *Clec9a*, *Xcr1*, *Batf3*; cDC2: *Clec10a*, *Tmem176b*^87^^,^^88^^,^^89^), which were mixed with other immune populations in the TLH, formed a separate subcluster indicating a higher resolution result (Figures S25, S26, and S33). 

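The 8 immune-enriched clusters in which at least 30% of cells had a UMI of Ptprc held 1069 cells. Clustering them again gave 13 subclusters. The subcluster with the most cDC1 genes, chosen by them, had 42 cells, 30 from the DA library and 12 from the LEW library, . It had Xcr1, Clec9a or Batf3 in 45.2% of cells and Clec10a or Tmem176b in 64.3%, where the other 1027 cells had 1.36% and 36.5%, at medians of 11118 and 4539 UMIs. Ptprc was found in 90.5% of the 42 cells.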

Analysis of subcluster 5 (77 cells) (Figure S33) revealed enriched expression of recently recruited monocyte/macrophage markers Cst3 and Cd74, as well as cross-presenting DC markers Xcr1, Clec9a, and Tlr3.^90^ 

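In the subcluster of 42 cells with the most cDC1 genes, Xcr1 had a UMI in 38.1%, Clec9a in 42.9%, Tlr3 in 50% and Batf3 in 11.9%. Clec10a was found in 50%, Irf4 in 14.3% and Sirpa in 21.4%. Cst3 and Cd74 were each found in 97.6%, Marco in 4.76%, and Siglech in none. Of the 42 cells 19 had a cDC1 gene, 27 a cDC2 gene, 8 both and 4 neither. Tlr3 was also found in 43.1% and 22.7% of the cells of macrophage-like subclusters, and the cDC2 gene Tmem176b in every macrophage-like cell.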

When looking at expression of these DC markers in our uniform manifold approximation and projections (UMAPs), we see that a subpopulation on the right side of this subcluster had enriched expression of cDC1 genes (Xcr1, Clec9a^34^) and the subpopulation on the left is enriched in cDC2 markers (Clec10a,^34^ Tmem176b^87^^,^^89^), suggesting that this subcluster may contain a mixture of cDC1- and cDC2-like cells.

Comparison of previously published mouse liver data with the rat single-cell atlas indicates high consistency of the majority of the cell types between these two species (Figure 6I). We also attempted to determine if we could capture the strain-specific factors identified based on the TLH scRNA-seq map (Figure S34) in the scRNA-seq immune-enriched map. Similar to the snRNA-seq validation, we selected the top 10 genes which represented each factor and evaluated their enrichment pattern within the immune-enriched map. In line with our previous predictions, both varimax PC5 and 15 signatures show strain differences within the immune-enriched samples and are specific to hepatocyte and myeloid populations, respectively. 

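The lists were tested in each class of the immune-enriched map by the ratio of LEW to DA counts, with 1 sample per strain. In macrophage-like cells the myeloid LEW list had a median log2 ratio of 1.11 with 10 of 10 genes higher in LEW, and the DA list -2.34 with 10 of 10 higher in DA. In Lyz2/Cd74 myeloid cells the lists had 0.986 with 9 of 10 and -0.659 with 7 of 10. In pDC-like, lymphocyte and endothelial-like classes fewer genes could be read. The median of the LEW list was 0.464 in pDC-like cells with 4 of 7 genes higher in LEW, 1.203 in NK-like cells with 3 of 5, 1.73 in T cells with 3 of 4, 1.64 in B cells with 2 of 2 and 1.25 in endothelial-like cells with 2 of 3. In mesenchymal-like cells it was 3.97 with 9 of 10, but the DA list was also higher in LEW there, at 2.57 with 1 of 6 towards DA, so RNA of macrophages in that class is not excluded. The DA myeloid list had -1.31 in endothelial-like cells and -1.47 in B cells, each with 5 of 5 genes higher in DA. In T cells it had -0.57 with 2 of 2. In pDC-like cells it had -0.25 with 2 of 3, and in NK-like cells -0.22 with 3 of 5. The median of each list thus also pointed to its strain in these classes, on few genes. In hepatocyte-like cells the hepatocyte-factor lists had 1.26 with 9 of 10 and -1.61 with 9 of 10. In macrophage-like cells the LEW hepatocyte list had 3.54 with 9 of 10, and the DA hepatocyte list 0.55 with 2 of 5 in the DA direction, so it did not hold there. This was not limited to macrophages. The DA hepatocyte list also had medians of 1.21 in Lyz2/Cd74 myeloid, 0.78 in T, 0.76 in B, 0.43 in endothelial-like and 0.38 in pDC-like cells. It was negative in NK-like, mesenchymal-like and erythroid cells. The LEW library held 1654 hepatocyte-like cells and the DA library 253, so free hepatocyte RNA is not excluded. From the lists, the paper concludes that the factors belong to hepatocytes and myeloid cells.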

Using immunohistochemistry, we then examined if the presence of infiltrating T cells (CD3, CD8) correlates with the differences in inflammatory potential. A periportal-biased presence of T cells was detected, but no significant frequency differences between strains were observed (Figure S12). In summary, the immune-enriched map represents a more detailed evaluation of the immune landscape of the healthy rat liver and provides additional information on B cells, DCs, *Cd3*^+^ T cells, and NK-like populations in comparison to the TLH scRNA-seq map.

### Validation of computationally inferred strain-specific inflammatory differences

To functionally validate the computationally identified strain-specific differences in the inflammatory potential of hepatic myeloid cells, we performed *ex vivo* LPS stimulations followed by intracellular cytokine staining. In these assays, we LPS-stimulated fresh non-parenchymal cells separated by differential centrifugation from flushed, enzymatically dissociated LEW and DA rat livers. We examined cytokine secretion from tissue-resident myeloid cells via intracellular cytokine staining for tumor necrosis factor alpha (TNFα) (see STAR Methods; Figure S35). We found a higher frequency of LEW intrahepatic myeloid cells (CD45^+^CD68^+^CD11b^+^) secreting TNFα in response to LPS stimulation compared to DA liver-resident myeloid cells (Figures 7A–7C), which suggests, in agreement with the computational findings (Figures 5C–5F), that the inflammatory potential of the hepatic myeloid cells in LEW rats (% TNFα positive = 35.25 ± 3.18 (SEM)) is higher than that of DA rats (%TNFα positive = 22.25 ± 1.45 (SEM)). However, despite the overall higher per-cell TNFα response in LEW myeloid cells, the overall difference in the TNFα^+^ mean fluorescence intensity (MFI) did not reach significance (Figure 7D). 

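In immune-enriched macrophage-like cells Itgal had 19 UMIs in the DA and 547 in the LEW library, a ratio of 14.1 after scaling to the UMIs of the class. UMIs of Itgal were found in 71.8% of these cells, 31.9% of NK-like cells and 37.5% of pDC-like cells, against 0.629% of hepatocyte-like cells. In the TLH map they were found in 14.2% of macrophage-like cells and 0.356% of hepatocyte-like cells, and in nuclei in 16.7% and 0.397%. The difference in Itgal was not limited to macrophages. In TLH NK-like cells it had 0 UMIs in DA and 29 in LEW, at least 12-fold against a limit of 3 counts, and in immune-enriched NK-like cells the ratio was 5.75. Ly6al, in the opposite direction, had 390 UMIs in DA and 0 in LEW immune-enriched macrophages, at least 265-fold.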

In the computational analysis, the higher inflammatory potential of LEW liver myeloid cells was accompanied by the relative enriched expression of *Itgal* transcripts (Figure 4H), which corresponds to the protein Integrin Subunit Alpha L (ITGAL). ITGAL is a component of Lymphocyte function-associated antigen 1 (LFA-1), the expression of which is associated with inflammation and several autoimmune conditions.^91^ Further examination of the post-stimulation intracellular cytokine data revealed that the strain-specific pro-inflammatory differences rested primarily within ITGAL^+^ myeloid cells, reflecting bioinformatic analysis that the LEW liver possesses a more inflammatory CD68^+^ CD11b^+^ myeloid population (Figures 5, 7E, and 7F). We also observe a lack of strain-specific differences in the frequency of either CD68^+^ITGAL^+^ or CD68^+^ myeloid cells in the flow cytometry analysis (Figure S36). This finding is consistent with previous studies showing that DA liver myeloid cells exhibit less inflammatory characteristics, and a muted ability to stimulate T cell proliferation in comparison to LEW myeloid cells in mixed lymphocyte alloreaction assays.^92^ To expand on the characterization of myeloid function in these strains, CD68^+^ magnetic bead-based myeloid cell purification was performed on three pairs of LEW and DA rat liver TLH cell suspensions (Figures S37 and S38). The pro-inflammatory cytokine production of these cells in response to a series of LPS concentrations was then measured via a multiplexed rat cytometric bead array (CBA). Although hepatic myeloid cells from both strains displayed a dose-dependent cytokine response to LPS stimulation (Figure S39), LEW myeloid cells secreted significantly more interleukin-18 (IL-18), a LEW-enriched gene in varimax PC15 (Figure 5B), compared to DA myeloid cells (Figure 7G). Moreover, inflammatory cytokines (IL-6, IL-1α, GM-CSF, CXCL1) that are regulated by TFs positively enriched in varimax PC15, such as *PU.1*,^93^^,^^94^ *Irf8*, *Irf1*,^95^ *C/EBP-β*,^96^^,^^97^ and *Stat4*^98^^,^^99^ (Figures 5E and 5F), are also elevated in the stimulated LEW versus DA myeloid cells (Figures 7G and S39). Examination of these strain-specific inflammatory potential differences may serve as a point of focus for further investigation of the mechanisms behind immune-regulated hepatic disease susceptibility such as hepatic neoplasia, and liver transplant rejection.

**Figure 7:**
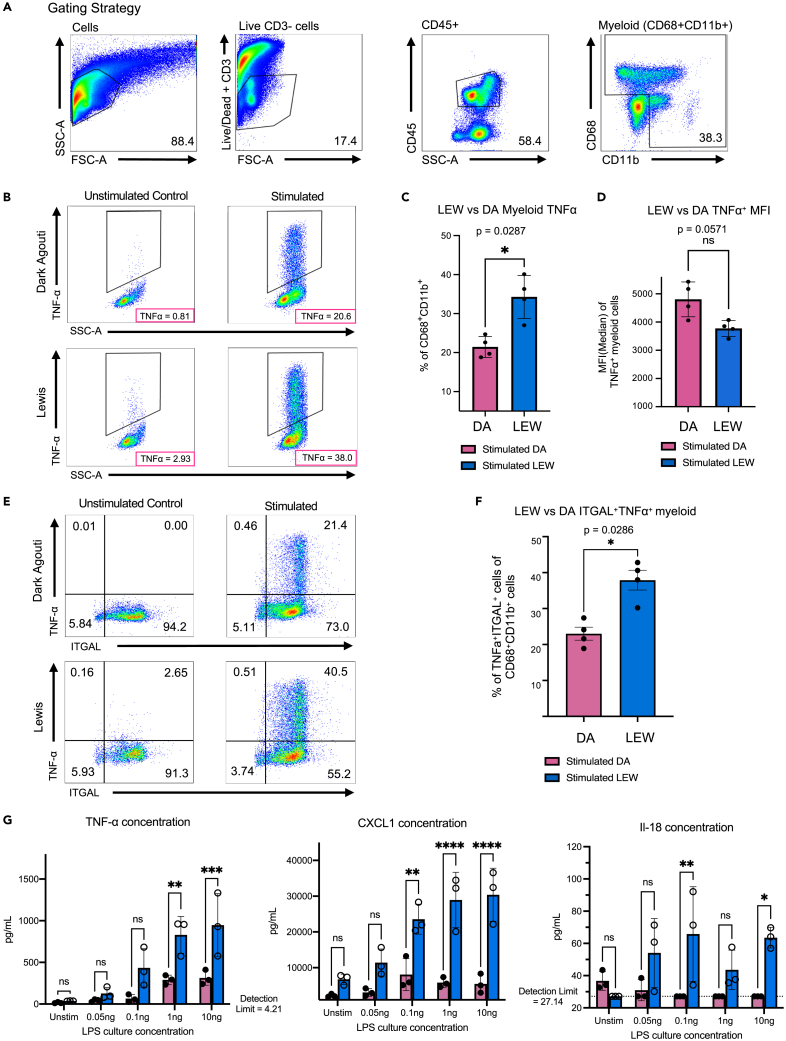
The inflammatory potential of myeloid cells found in LEW rats is greater than that found in DA rats Myeloid cell inflammatory potential was evaluated after lipopolysaccharide (LPS) stimulation of freshly isolated liver-resident non-parenchymal cells. LPS-induced TNFα secretion was measured via intracellular cytokine staining (ICS). The non-parenchymal liver cell dissociate was obtained via a gentle enzymatic perfusion process and differential centrifugation. The resulting cells were plated in 12 well plates for 3.5 h before being stimulated for 6 h under a concentration of 1 ng/mL of LPS in the presence of 1:1000 concentration of Monensin and Brefeldin. (A) Flow cytometry plots showing the gating strategy for macrophages. (B) Percentage of TNFα^+^ secreting CD68^+^CD11b^+^ myeloid cells in the unstimulated control and stimulated conditions of Dark Agouti and Lewis macrophages. (C) Summary graphs of Lewis versus Dark Agouti total TNFα as a percentage of CD68^+^CD11b^+^myeloid, (D) and of the mean fluorescence intensity (MFI) of Lewis vs. Dark Agouti TNFα. (E) Representative flow cytometry plot of TNFα secretion patterns based on ITGAL subpopulations. (F) and summary graph ITGAL expressing CD68^+^CD11b^+^ myeloid subpopulations. Plotted are the values from all 4 experimental replicates. Statistical significance for ICS was determined using a non-parametric 2 tailed Mann-Whitney test. (n = 4) (G) Cytometric bead array (LEGENDplex) was performed to quantify the level of cytokines (TNFα, Il-18, CXCL1) on culture supernatants of enriched CD68^+^ myeloid cells after 24 h of stimulation in various LPS concentration conditions (0, 0.05, 0.1, 1, 10 ng/mL). Three technical replicates were used per animal. Statistical significance of the CBA was determined using a two-way ANOVA and Sidak’s multiple comparisons test (n = 3) Data are represented as mean ± SEM with each dot representing a single animal. (∗: p value <0.05, ∗∗: p value <0.01, ∗∗∗: p value <0.001,∗∗∗∗: p value <0.0001) DA: dark agouti, LEW: lewis, SSC-A: side scatter area, FSC-A: forward scatter area.

## Discussion

In this study, we used a multi-platform approach to create a multi-strain atlas of the healthy rat liver. This resource helps identify rat hepatic cell types and serves as a useful baseline for hypothesis generation or to identify cellular alterations in liver disease models. We identified key immune and parenchymal populations in the healthy rat liver and their marker genes and examined their zonation tendencies within hepatic lobules. We also identified *in silico* strain-specific differences in hepatic myeloid populations isolated from DA and LEW rats, findings which we validate using *ex vivo* assays. This study illustrates cellular and molecular sources that may contribute to strain differences and highlights the potential role of myeloid cells in contributing to the baseline inflammatory state in the LEW model liver compared to the DA liver.

Tissue dissociation is a major challenge in single-cell studies of the liver, as different cell types respond differently to dissociation protocol conditions.^43^ We mitigated this challenge by using a combination of multiple dissociation conditions, multiple single-cell mapping technologies (scRNA-seq and snRNA-seq), and spatial transcriptomics to capture populations not well represented by either technology individually. This combined approach enabled us to better capture the diverse set of liver cell types and their zonation signatures.

Matrix factorization methods, such as varimax-rotated and standard PCA, enabled us to identify cellular identity and strain-related differences within our scRNA-seq dataset, in addition to identifying lobule zonation signatures within the spatial transcriptomics data. We found that myeloid cells from LEW livers have higher inflammatory potential than those from DA livers. We demonstrated this at the transcriptional level via scRNA-seq and confirmed this with snRNA-seq, an approach which is more resistant to dissociation-induced biases. These findings were functionally verified *in vitro* through intracellular cytokine staining and via the measurement of secreted cytokines following LPS stimulation of DA and LEW myeloid cells. We speculate that there is a baseline higher inflammatory milieu in the LEW rats that drives the strain-specific differences in these animals.

To examine the relevance of these identified strain differences, future rat liver atlasing efforts should include disease states such as fibrosis, ischemia reperfusion injury, or transplant rejection. Longitudinal atlasing of the liver microenvironment in these scenarios will provide valuable insights into disease-promoting populations, potentially leading to new targets to limit hepatic inflammation. Our data support the notion that reprogramming hepatic myeloid cells may be an attractive avenue to target and modulate inflammation in the rat liver.^100^ Taken together, our transcriptomic maps of the rat liver microenvironment contribute to our understanding of the cellular basis of the rat liver function in addition to uncovering hepatic differences between rat strains. They also provide a framework to investigate new therapeutic options in this model animal, which can be ultimately transferred to humans to cure and prevent hepatic inflammation.

### Limitations of the study

We recognize several limitations in our study. First, increasing the scRNA-seq datasets’ sample size could provide higher statistical power. We opted to use an independent snRNA-seq dataset to increase the robustness of our findings. Compared to the former, snRNA-seq is less prone to dissociation-sensitive bias and can better capture sensitive parenchymal populations such as cholangiocytes. Rat studies are generally limited by a lack of immunological tools available, which limits the scope of *in vitro* validation strategies. This issue can be improved upon by testing and optimizing tools from other model systems for cross-reactivity and producing rat-specific antibodies. As well, ambient RNA is a major technical issue for studying liver tissues using sc/snRNA-seq technologies and can mask liver biological signals. This background noise was prominent in rats compared to humans, possibly due to the smaller vasculature, leading to more challenging tissue dissociation. As a result, we relied on factorization approaches, such as varimax PCA, to identify and separate biological and technical signals. Current computational methods for ambient RNA removal are limited^101^ and were unable to remove the technical contamination while preserving the biological signal. Improvements in ambient RNA removal methods in the future will be beneficial to liver single-cell studies. We annotate the key DE genes expressed in each cluster and acknowledge that contamination by additional populations cannot always be excluded. Refinement of cell population and strain variation annotation, including rare cell populations, is of interest for future studies. Single-cell-resolution spatial transcriptomics methods will be useful for this. The integration of single-cell sequencing assay for transposase-accessible chromatin (scATAC-seq) and cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq), which can capture epigenomics, transcriptomics, and protein expression, will also lead to more refined annotations of rare cell populations. Our map only includes male samples. The inclusion of female samples will be important to understand sex-related differences in the liver.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Zombie Aqua™ Fixable Viability Kit	BioLegend	Cat# 423101
Mouse anti-rat CD45 BV786; Clone: OX-1	BD Biosciences	Cat#740914; RRID: AB_2740556
Mouse anti-rat CD11b V450; Clone: WT.5	BD Biosciences	Cat# 562108; RRID: AB_10898164
Mouse anti-rat CD3 PE; Clone: 1F4	BD Biosciences	Cat# 550353; RRID: AB_393632
Mouse anti-rat CD3 BV510; Clone: 1F4	BD Biosciences	Cat# 624289
Mouse anti-rat CD68 AF700; Clone: ED1	Novus Biologicals	Cat# NB600-985AF700
Mouse anti-rat CD11a PE; Clone: ED1	BD Biosciences	Cat# 550972; RRID: AB_393985
Recombinant anti-mouse/rat TNFα; Clone: EPR21753-109	AbCam	Cat# ab283321
Mouse anti-rat CD32; Clone: D34-485	BD Biosciences	Cat# 562189; RRID: AB_11153308
Recombinant anti-rat CD68; Clone: REA237	Miltenyi Biotec	Cat# 130-102-723; RRID: AB_2659012
LEGENDplex™ Rat Inflammation Panel Detection Antibodies V02	Biolegend	Cat# 740266; RRID: SCR_001134
Rabbit anti-CD3; Clone: 2GV6	Roche Diagnositics	Cat# 05278422001; RRID: AB_2335978
Mouse anti-rat CD8α; Clone: OX-8	Bio-Rad	Cat# MCA48G; RRID: AB_321476
Mouse anti-Bovine/Dog/Human/Mouse/Rat Hmox1; Clone: HO-1-1	Thermo Fisher Scientific	Cat# MA1-112; RRID: AB_2536823
Rabbit anti-Mouse/Rat CD68; Clone: Polyclonal	AbCam	Cat# ab125212; RRID: AB_10975465
Mouse-anti rat CD163; Clone: ED2	BioRad	Cat# MCA342GA

**Chemicals, peptides, and recombinant proteins**		

Heparin	LEO	Cat# 006174-0
20G cannula	Braun	Cat# 4252535-02
Hank’s Balanced Salt Solution	Gibco	Cat# 14170161
EGTA	Bioshop	Cat# EGT101
DMEM with HEPES	Gibco	Cat#21063045
Fetal bovine serum	Cytiva	Cat# SH3039603
Penicillin-streptomycin	Sigma-Aldrich	Cat# P4333
Lipopolysaccharide; Lot# 028M4094V	Sigma-Aldrich	Cat# L2880-250MG
Golgiplug (Brefeldin)	Biolegend	Cat# 555029
Golgistop (Monensin)	Biolegend	Cat# 554724
Collagenase	Sigma-Aldrich	Cat# C5138
CaCl2	Sigma-Aldrich	Cat# 21115
Tris-HCl pH 7.5	Thermo Fisher Scientific	Cat# 15567027
NaCl	Sigma-Aldrich	Cat# 59222C
MgCl_2_	Sigma-Aldrich	Cat# M1028
Ultrapure RNase/DNase free distilled water	Thermo Fisher Scientific	Cat# 10977023
SYBR Green	Thermo Fisher Scientific	Cat#S7564
CHAPS hydrate	Sigma-Aldrich	Cat# C3203
Bovine Serum Albumin	New England BioLabs	Cat# B9000S
HEPES	Gibco	Cat# 15630080

**Critical commercial assays**		

Transcription Factor and Staining Buffer Set	eBioscience	Cat# 00-5523-00
Chromium Single Cell Reagents 3′ Library & Gel Bead Kit v2, 16 rxns	10x Genomics	Cat# PN-120237
Cytofix/Cytoperm	BD Biosciences	Cat# 20554714
Single Cell Reagents 3ʹ GEM, Library & Gel Bead Kit v3, 16 rxns	10x Genomics	Cat# PN-1000075
Chromium Next GeM Chip A	10x Genomics	Cat# PN-120236
EasySep™ FITC Positive Selection Kit II	Stem Cell Technologies	Cat# 17682
Visium Spatial Tissue Optimization Slide Kit v1	10x Genomics	Cat# PN-1000191
Visium Spatial Tissue Optimization Reagent Kit v1	10x Genomics	Cat# PN-1000192
Library Construction Kit	10x Genomics	Ca# PN-1000190
Visium Spatial Gene Expression Slide Kit	10x Genomics	Cat# PN-1000185
Dual Index Kit TT Set A	10x Genomics	Cat# PN-1000215
Chromium Next GEM Chip G B	10x Genomics	Cat# PN-1000073

**Deposited data**		

Raw and analyzed data	This Paper	GEO: GSE220075
Interactive sc/snRNA-seq and spatial maps	This Paper	https://rat-liver-atlas.cells.ucsc.edu

**Experimental models: Organisms/strains**		

Rat LEW/SsNHsd	Envigo	Cat#017
Rat DA/OlaHsd	Envigo	Cat#092
Rat Wistar	Envigo	Cat#012

**Software and algorithms**		

GraphPad Prism 9	GraphPad Software	https://www.graphpad.com/
FlowJo 10	Treestar	https://www.flowjo.com/solutions/flowjo
Qognit™ LegendPlex™ Software	Biolegend	https://legendplex.qognit.com/
Qupath 0.2.3	Qupath	https://qupath.github.io/
10x Genomics CellRanger v3.1.0	Zheng et al.^102^	https://www.10xgenomics.com/
10x Genomics SpaceRanger v1.1.0	N/A	https://www.10xgenomics.com/
R v4.0.3	N/A	https://www.R-project.org/
Seurat v4.0.2	Hao et al.^103^	https://github.com/cran/Seurat
Harmony v1.0	Korsunsky et al.^40^	https://github.com/immunogenomics/harmony
scDblFinder v1.10.0	Germain et al.^104^	https://github.com/plger/scDblFinder
ggplot2	Wickham.^105^	https://github.com/tidyverse/ggplot2
scClustViz	Innes and Bader.^106^	https://github.com/BaderLab/scClustViz
NEBULA v1.3.0	He et al.^82^	https://github.com/lhe17/nebula
randomForest v4.6.14	Breiman.^107^	https://github.com/cran/randomForest/
caTools v1.18.2	N/A	https://CRAN.R-project.org/package=caTools
UCell v1.0.0	Andreatta and Carmona.^108^	https://github.com/carmonalab/UCell
Gene Set Enrichment Analysis (GSEA)	Subramanian et al.^109^	software. broadinstitute.org/GSEA
gProfile	Reimand et al.^110^	https://biit.cs.ut.ee/gprofiler/gost
Cytoscape v3.8.2	Shannon et al.^111^	https://cytoscape.org/
EnrichmentMap v3.3.2	Merico et al.^112^^,^^113^	https://apps.cytoscape.org/apps/enrichmentmap
AutoAnnotate v1.3.4	Kucera et al.^112^^,^^113^	https://apps.cytoscape.org/apps/autoannotate
biomaRt v2.46.2	Durinck et al.^114^	https://github.com/grimbough/biomaRt
Analysis code	This Paper	https://github.com/BaderLab/HealthyRatLiverMap

**Other**		

LSR Fortessa	BD Biosciences	N/A
NovaSeq 6000	Illumina	N/A
HiSeq 2500	Illumina	N/A
EasyEights™ EasySep™ Magnet	Stem Cell	Cat# 18103
Epredia™ CryoStar™ NX70 Cryostat	Fisher Scientific	Cat#14-071-407
Leica Aperio AT2 whole slide scanner	Leica Microsystems	N/A
Rat/Mouse Chow	Harland-Teklad	Cat#LM-485 7912.15

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Sonya MacParland ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and study participant details

#### Experimental animals

Healthy male Dark Agouti (DA), Lewis (LEW) rats were purchased from Envigo and bred under the Animal Research Center at Krembil Research Institute in a specific pathogen free facility. Rats were maintained under 12 hour light-dark cycles with free access to chow (Harlan-Teklad) and water. 16–18 week old LEW (300-350g) and DA (260-300g) rats were age matched to be selected for experiments. LEW rats weighed more than DA rats across all ages. All experimental procedures followed principles and guidelines for the care and use of animals established by the Animal Resources Centre (ARC) at the University Health Network and are in accordance with the guidelines of the Canadian Council of Animal Care. Rat experiments were performed at the Toronto General Research Institute, Toronto, ON, Canada under the approval of the Institutional Committee on Animal Bioethics and Care (AUP 5840). All surgery was performed under isofluorane anesthesia, and all efforts were made to minimize suffering.

### Method details

#### Rat liver tissue collection for snRNA-seq and fresh single cell suspension preparation

All rats were anesthetized with 5% isoflurane with an anesthetic apparatus, and the abdominal cavity was opened. Heparin (LEO Pharma) is directly injected into the Inferior Vena Cava (IVC). The median lobe (ML) was tied and the left side of the ML was collected for snap freezing in liquid nitrogen for downstream snRNA-seq applications. The IVC is then cannulated with a 20G cannula (Braun) and flushed with a 4°C HBSS Ca2^+^Mg2^+^ Free solution (Gibco) solution with 0.01mM EGTA (Bioshop) at a rate of 10 mL/min for 5 minutes, followed by a warm 37°C HBSS Ca2^+^Mg2^+^Free solution (Gibco) with 0.01M of HEPES(Gibco), 1.35 mM of CaCl_2_ (Sigma-Aldrich) and 0.04% Collagenase (Sigma-Aldrich) at a rate of 5 mL/min for 12 minutes. The digested liver is excised into a 4°C HBSS solution, and the Glisson capsule is shaken and opened to release the resulting single cell suspension. This total liver homogenate is filtered by a 70 um mesh filter (Falcon) before scRNAseq submission. Further processing for the immune-enriched samples involves the removal of parenchymal cells via differential centrifugation at 60xG for 10 minutes. The supernatant is then washed and resuspended as NPCs for scRNA-seq submission. Additionally, NPCs prepared in this method were also used for cell culture.

#### Nuclei preparation for snRNA-seq

4-mm^2^ liver pieces were snap frozen in liquid nitrogen. The pieces were retrieved for nuclei extraction within 1 year of snap freezing. Nuclei processing was performed according to the CHAPS with salts and Tris (CST) protocol published by the Broad Institute.^116^ A 2X stock of salt-Tris solution (ST buffer) composed of pH 7.5 20 mM Tris-HCl (Thermo Fisher Scientific), 292 mM NaCl (Sigma-Aldrich), 2 mM CaCl2 (Sigma-Aldrich) and 42 mM MgCl2 (Sigma-Aldrich) in Ultrapure water (Thermofisher) was made. 1X ST buffer was prepared via an additional 1:1 dilution with Ultrapure water. CST detergent buffer was prepared with 1ml 2X ST stock solution, 0.0049% CHAPS (Sigma-Aldrich), and 0.0001% BSA (New England BioLabs). Each liver piece was chopped using spring scissors for 10 minutes in the CST buffer. The solution was washed with 1X ST, poured through a 40uM mesh filter (Falcon), spun down at 500g for 5 minutes and filtered again for 10x Genomics snRNA-seq submission.

#### Visium spatial transcriptomics slide processing

Healthy Wistar rat liver tissue was embedded in optimal cutting temperature (OCT), frozen and stored at −80°C. The frozen tissues were cryosectioned at a 16-um thickness at −14°C (Cryostar NX70 HOMP) and placed on a chilled Visium Tissue Optimization Slide (10x Genomics). A 9 minute tissue permeabilization was performed and samples were prepared according to the manufacturer’s guidelines.

#### 10x sample processing and cDNA library preparation

Samples were prepared as outlined by the 10x Genomics Single Cell 3′ v2 (scRNA-seq TLH samples) and v3 (immune-enriched samples and snRNA-seq samples) Reagent Kit user guidelines.^7^^,^^43^ Briefly, following cell counting (using Trypan blue exclusion for single cell and SYBR green II for single nuclei), we targeted the capture of 9000 cells and loaded them onto the 10x Genomics Single cell A Chips for the total liver homogenate, and B Chips for the immune-enriched and snRNA-seq samples. Visium spatial transcriptomics were sequenced at 60,000 reads per spot with 2400 and 2500 number of spots for sample A1 and B1, respectively. cDNA libraries were prepared as per the Single Cell 3′ Reagent Kits v3 user guide for scRNA-seq and snRNA-seq and, the Visium Spatial Gene Expression Reagent Kits user guide was used for spatial transcriptomics. scRNA-seq TLH were sequenced on a HiSeq 2500. Visium spatial transcriptomics, snRNA-seq and immune-enriched samples were sequenced on a NovaSeq 6000. Sequencing QC summaries for each liver profile are found in Table S1.

#### Visium spatial transcriptomics analysis

The two Visium spatial transcriptomic data (A, B) of the healthy Wistar rat liver were sequenced to a depth of 211,345,626 and 249,614,915 reads, a saturation of 72.2% and 71.4% respectively. These reads were mapped to the reference genome Rattus_norvegicus.custom_6.0.98 and expression was quantified with the spaceranger-1.1.0. Further processing and visualization were performed with Seurat. Each sample was separately processed and genes with detection frequency of less than 0.05 and maximum read capture of less than 3 were removed during the quality control. Samples were normalized using the SCTransform function and PCA was applied to each data to identify the principal components that represent zonation patterns.

#### Quality control, normalization, and map integration

All the fastq files were run on 10 Genomics cell ranger 3.1.0 pipeline with reference genome Rattus_norvegicus.custom_6.0.98. The CellRanger (10x Genomics) analysis pipeline was then used to construct the gene expression matrix from all rat samples. The resulting raw gene expression matrix was filtered based on established quality control criteria (library size, mitochondrial transcript ratio, and the number of expressed genes per cell) using R (version 4.0.3) [https://www.R-project.org/]. Parameters for all quality control criteria were optimized for each sample using a parameter scan and parameter effectiveness was evaluated by manual inspection of the quality of the resulting clustering, visualization, and cell-type annotation, as established.^41^ Parameters were optimized separately for each sample of the total liver homogenate and immune-enriched maps, as each had different quality levels (Figure S1). Various parameters were tested for each sample to maximize low-quality cell (indicated based on library size and mitochondrial gene transcript ratio) removal while minimizing the loss of viable cells. Cell filtering was performed as follows: cells with low (total liver homogenate: [DA-1, LEW-1, LEW-2 <1500; DA-2 <2000], immune-enriched: <1000, snRNA-seq map: <1000) library size and high (total liver homogenate: [DA-1>30; DA-2>20; LEW-1>40; LEW-2>40], immune-enriched: >50, snRNA-seq: >10) mitochondrial gene transcript ratio were removed. The distribution of quality control covariates over the three maps indicates that no cluster is highly enriched in these covariates (Figures S1, S2, and S22). As expected, hepatocyte clusters have slightly higher mitochondrial gene expression. We also evaluated three different mitochondrial fraction cut-offs for the total homogenate map to ensure that our map was robust at all mitochondrial cut-offs (Table S2). Because of additional washing steps and removal of ambient RNA applied to immune-enriched samples, the immune-enriched map had a higher baseline quality, therefore, less stringent QC parameters needed to be applied. The final version of the scRNA-seq total liver homogenate, immune-enriched and snRNA-seq maps includes 23036 (cells per sample: 6623; 7112; 5457; 3844), 3830 (cells per sample: 1161; 2669) and 12497 (cells per sample: 2200; 2552; 5252; 2493) cells respectively. The median expressed genes per cell ranged from 768 to 974 for the total liver homogenate, from 662 to 1020 for the snRNA-seq map and the immune-enriched map’s values were 1138 and 1228.

Normalization and clustering of the data were performed using the Seurat (version 4.0.2)^103^ software. Each input sample was normalized using Seurat’s default ‘scTransform’^117^ normalization method, which implements a regularized negative binomial regression model for each gene. Samples were then concatenated (merged) to construct the total liver homogenate (n = 4 samples), snRNA-seq (n = 4 samples), immune-enriched (n = 2) maps. After scaling the merged gene expression matrices, principal component analysis (PCA)^44^ was used to reduce the number of dimensions representing each cell. A scree plot was used to determine the number of principal components to use for our data set, based on selecting an elbow, as established. 15 principal components were used. Harmony (version 1.0)^40^ integration was then applied to the principal components of each map to remove the technical batch variations. Non-linear dimension reduction methods, and Uniform Approximation and Projection method (UMAP)^118^ were applied to Harmony-adjusted top components for visualization.

Doublet detection was performed using the scDblFinder (1.10.0) package.^104^ Predicted doublets had a uniform distribution within the maps and were not removed (Figure S1H).

#### Cell clustering, differential expression, cluster annotation

Seurat’s shared nearest neighbor Louvain clustering algorithm was used to cluster the cells, based on the Harmony-corrected principal components. Differentially expressed (DE) genes associated with each cluster were identified using Seurat’s FindMarkers (logfc.threshold = 0, min.pct = 0, min.pct = 0, min.cells.group = 1) implementation of the non-parametric Wilcoxon rank-sum test. scClustViz^106^ was incorporated into the clustering pipeline to help find the optimal clustering resolution manually, based on known cell annotations.^41^ Resolution 2.5 was chosen for the single nuclei map, and resolution 0.6 was chosen for both the single cell total liver homogenate and immune-enriched maps. The *Ptprc*^+^ clusters of the immune-enriched map were subclustered to examine cell subtypes, and in this case resolution, 1.0 was used. Resolutions 0.4 and 1.0 were used for subclustering of the mesenchymal population of the TLH scRNA-seq and snRNA-seq maps, respectively. Endothelial populations of the snRNA-seq map were subclustered using resolution 0.8. Manual cell annotation involved evaluating the top DE genes based on known markers according to the literature. Differential expression between the DA and LEW strains within the myeloid population of the snRNA-seq map was performed using a generalized linear mixed model implemented in the NEBULA (version 1.3.0) package.^82^ Strain and sample were modeled as fixed and random effects, respectively and library size was used as an offset. Top strain-related genes were then identified by scoring the output based on the -log10(p values)∗log (Fold change) score (Figure S19).

#### Matrix factorization using varimax PCA

We used matrix factorization to separate out and study the hidden patterns (factors) within our scRNA-seq data,^119^ which may represent factors such as cell type gene expression program or a technical factor. Matrix factorization decomposes the gene expression matrix into the product of two lower-dimension matrices: 1) the loading matrix, which defines the relationship between the genes and the factors and can be used for pathway analysis and gene expression marker discovery; and 2) the score matrix, which represents the relationship between the factors and the cells and can be used for cluster analysis and dataset visualization. Here, we used a matrix factorization method called varimax PCA^68^ to identify the hidden factors within our healthy single cell RNA-seq rat liver maps, as it worked better than standard PCA. Standard PCA identifies orthogonal dimensions that capture the maximum amounts of variation in the data. Varimax PCA applies an orthogonality-maintaining rotation to the PCA loading matrix with the goal of improving the interpretability of the PCs. This higher interpretability is mathematically achieved by maximizing the variance of the squared loadings in each factor.^68^

Varimax PCA was applied to the normalized total liver homogenate, immune-enriched and snRNA-seq gene expression matrices separately. Interpretation of the varimax factors starts with matching factors with cell clusters and known covariates of interest (e.g., strain, sex). Varimax factors were serially plotted against PC1, to create a two-dimensional plot to help visually identify whether a separation on the basis of a specific cluster or strain was evident. For instance, different distributions of DA and LEW-derived cells over the factor of interest indicate that it has captured strain-specific variations (Figures 4C and 4F). Other factors visually correlated with known cell types (Figures S13 and 4B).

We used correlation analysis and random forest (RF) binary classifiers to automate the factor interpretation process. The correlation between the average gene expression of each cell cluster and the loading scores of each varimax factor was calculated. The top 10 differentially expressed genes of each cell population (cluster) were used to calculate the Pearson correlation scores. The results were plotted as a heatmap (Figure 4B), which was used to match each cluster with one or more varimax factors with a high absolute correlation value. The resulting matched factor and cluster pairs were robust to the number of selected top DE genes (10, 20, 30, 50). A Random Forest model was used to identify the varimax factors that capture strain-specific variations. This classifier was trained to predict the strain attributes of each cell by using varimax factors as input features. Evaluating the feature importance of the trained model uncovers the most informative varimax factor to predict the strain of interest. The model was implemented by the randomForest^107^ (version 4.6.14) package and evaluated using the caTools (version 1.18.2) [https://CRAN.R-project.org/package=caTools] library (Accuracy: 0.9995, Sensitivity: 0.9994, Specificity: 0.9996). The feature matrix (varimax factors) and the corresponding labels were split in a 3:1 ratio using the ‘sample.split’ function of the caTools package into the train and test sets, and the feature importance of the trained models was assessed. The factor with the highest feature importance score (as measured by the mean decrease in Gini score^120^) was chosen as the best-matched factor for the predicted covariate.

To deconvolve strain-associated biological variations from sample-related confounding factors, at least two samples per strain are required. Consequently, the immune-enriched map’s strain-specific varimax factors were disregarded. Two strain-specific factors were identified from the total liver homogenate map. To assess whether the varimax PCs represent technical or biological signals, the correlation between each factor and three major technical covariates, including library size, number of expressed genes, and percentage of mitochondrial gene expression was calculated. All the strain-specific components indicated a near-zero correlation with these technical covariates (Figure S14C). The hepatocyte-specific strain variation captured by varimax PC5 was separately discovered in the snRNA-seq atlas (varimax PC16) after running the same matrix factorization pipeline on this dataset (Figure S17). Due to lower representation of non-inflammatory myeloid cells within the snRNA-seq map (276 cells) compared to the scRNA-seq TLH map (1668 cells), we did not re-capture a strong myeloid-specific strain related varimax factor within the snRNA-seq liver atlas. Alternatively, to further confirm the biological relevance of strain-specific factors found in the total liver homogenate map, we created a gene signature for each strain-related factor (PC5 and PC15) by selecting the top 10 positively and negatively loaded genes for each and used these to score each cell within each strain sample of the snRNA-seq and immune-enriched maps, using the UCell^108^ package (version 1.0.0) (Figures S19E, S19F, and S34).

#### Pathway and gene set enrichment analysis

Gene-set enrichment and pathway analysis methods were used to study the biological signatures represented by each factor. The gene scores corresponding to the factors of interest were selected from the loading matrix to order the list of genes from most to least contribution to the given factor. Pathway enrichment analysis was performed on the ordered list of genes using Gene Set Enrichment Analysis (GSEA))^109^ software from the Broad Institute (software. broadinstitute.org/GSEA) using default parameters (parameters: collapse = false, nperm = 1000, scoring_scheme = weighted, plot_top_x = 20, rnd_seed = 12345, set_max = 200, set_min = 15) the Gene Ontology Biological Process gene set database (Rat_GOBP_Allpathways_no_GO_iea_May_01_2021_symbol.gmt from http://baderlab.org/GeneSets). To identify activated transcription factors, the gProfiler^110^ [https://biit.cs.ut.ee/gprofiler/gost] enrichment tool was used with the CHEA-2016 gene set database [https://maayanlab.cloud/Enrichr/#stats]. GSEA results were visualized using the EnrichmentMap^112^^,^^113^ (version 3.3.2) and AutoAnnotate apps^112^^,^^113^ (version 1.3.4) in Cytoscape^111^ (version 3.8.2).

#### Rat/mouse hepatic zonation correlation analysis

Rat-mouse orthologous genes were identified from the Ensembl database using the biomaRt^114^ packages (version 2.46.2). Using the significantly (q value < 1e-25) differentially expressed genes identified by the Halpern et al.^42^ study for nine layers of mouse liver cells, we selected 107 genes detected in both snRNA-seq rat liver map and Halpern et al. mouse dataset. Expression values of each gene among the hepatocytes clusters of rat datasets and nine layers of mouse liver cells were scaled and centered (separately in rat and mouse) by z-scores. Finally, Pearson correlation was calculated using z-scores across all the selected genes to compare our rat hepatocytes clusters with the nine layers of mouse liver cells in Halpern et al. (Figure 2C)

#### Rat/mouse liver map comparison

Previously published mouse^84^ healthy liver map was downloaded to compare with both TLH and immune-enriched maps (Figure 6I and S4). The specific pathogen-free (SPF1-3) samples from the mouse liver data were selected and pre-processed using Seurat’s standard pipeline. Rat and mouse orthologs were identified using Ensembl biomaRt as described above. In each pairwise cross-species cell type comparison, the one-to-one orthologs in the top 2000 highly variable genes of the two maps were used for Pearson correlation calculation (final number of one-to-one orthologs genes in each comparison: rat total liver homogenate-mouse: 623, rat immune-enriched-mouse: 670). The final heatmap was clustered using Ward’s hierarchical clustering.

#### Total liver homogenate map’s mesenchymal population correlation analysis

The mesenchymal cluster of the total liver homogenate (clusters 7 and 14) and snRNA-seq (cluster 24) were subclustered to perform correlation analysis with mesenchymal subpopulations of Dobie et al., 2019 (Figure S9). The average gene expression of the mesenchymal populations of each single cell transcriptomics map was calculated. Pearson correlation was performed based on the one-to-one orthologs in the top highly variable genes of the maps (final number of one-to-one orthologs genes in each comparison: rat total liver homogenate map - Dobie et al., 2019 : 136, snRNA-seq - Dobie et al., 2019: 324)

#### Intracellular cytokine stimulation assay

To examine the inflammatory potential of myeloid cells in Lewis vs. Dark Agouti rats, NPC fractions generated from 4 pairs of rats were cultured and adhered in culture media consisting of HEPES DMEM (Gibco), 10% fetal bovine serum (Cytiva) and penicillin-streptomycin (Sigma-Aldrich) for 4 hours at 37°C, washed and subsequently stimulated for 6 hours in 12-well tissue culture plates with 1 ng/mL of LPS (Sigma-Aldrich) in the presence of Golgiplug/Brefeldin (Biolegend) and Golgistop/Monensin (Biolegend) solution. The cells were harvested and intracellular secretion of TNFα was examined using flow cytometry.

#### Myeloid purification and cytometric bead array (CBA)

To obtain a myeloid-only immune fraction, 3 pairs of DA and LEW rats were used to generate TLH as detailed above. Three serial centrifugation of 50 g at 4°C for 4 minutes was performed to remove hepatocytes and generate NPC. The resulting NPC was stained with a FITC conjugated anti-rat CD68 recombinant antibody (Miltenyi, Clone:REA237). CD68 expressing cells were then positively selected using an anti-FITC magnetic bead enrichment kit (Stem Cell). The isolation was performed in accordance with the manufacturer’s guidelines, but incubation temperatures of each step were modified to 4°C. Purity was verified via flow cytometry post-enrichment. CD68^+^ cells were adhered in culture media onto 12 well plates at 1.25 million cells per well for 4 h at 37°C, washed, and stimulated with control media or media containing 0.05 ng/mL, 0.1 ng/mL, 1 ng/mL and 10 ng/mL of LPS(Sigma-Aldrich) for 24 hours. The resulting supernatant was collected and frozen down at −80°C for cytometric bead array (LEGENDplex™). Assay was performed as per the manufacturer’s instructions in technical triplicates.

#### Flow cytometry

##### Myeloid purification check and intracellular cytokine staining

Purified cells were first stained with Live/Dead Zombie Aqua dye (Biolegend) to exclude non-viable cells from the analysis and stained with fluorophore-conjugated antibodies against surface markers: anti-CD45-BV786 (BD Bioscience, Clone: OX-1), anti-CD11b-V450(BD Bioscience, Clone: WT.5), and anti-CD3-PE(BD Bioscience Clone: 1F4). The cells were then fixed and permeabilized using the Transcription Factor and Staining Buffer Set (eBioscience), and stained with intracellular antibody monoclonal CD68-AF700 (Novus Biologicals, Clone: ED1). For intracellular cytokine staining, anti-CD3-BV510(BD Bioscience, Clone: 1F4) was also used in lieu of PE. Additional surface antibody anti-CD11a-PE (BD Bioscience, Clone: WT.1) and additional intracellular antibody anti-TNFα-AF488 (AbCam, Clone: EPR21753-109) was also used. Each surface staining and intracellular staining step was accompanied by a rat Fc Blocking step via an anti-CD32(BD Bioscience, Clone: D34-485).

#### Acquisition

All events were acquired on a 5-laser custom BD Fortessa X20 analyzer. The gating strategy for both cell surface markers and intracellular markers was based on Fluorescence Minus One (FMO) controls for each marker. Intracellular cytokine TNFα gating strategy was based on the fluorescence seen in both FMO and the unstimulated control (Figures S35 and S37). Event analysis was performed using FlowJo. Events collected for cytometric bead arrays were automatically gated and analyzed using the manufacturer’s proprietary software (Qognit).

#### Immunohistochemical staining

Paraffin-embedded sections from rat liver were stained by the Pathology Research Program (PRP) at the Toronto General Hospital according to standard histological procedures. Paraffin-embedded rat tissues were stained with antibodies for CD3 (Roche, 2GV6), CD8 (Bio-Rad, OX-8), Hmox1 (Thermofisher, HO-1-1), CD163 (BioRad, ED2) and CD68 (Abcam, ab125212). The stained slides were scanned by the University Health Network Advanced Optical Microscopy Facility using a Leica Aperio AT2 whole slide scanner (Leica Microsystems, Carlsbad CA), and converted into digital images. QuPath software version 0.2.3 software was used to zonate individual lobules into 10 regions of interest, and to perform blinded quantification of stain positive cells on the images. A detailed guide and scripts can be found on protocols.io.^66^

### Quantification and statistical analysis

Visualizations and statistical analysis of assay data were performed using the GraphPad Prism 9 software. All data were presented as means ± SEM and included individual data points representing biological replicates. Statistical details of each experiment are included in the figure legends. The means of technical replicates denoted the measurement of each biological replicate(n). Non-parametric Mann-Whitney (Wilcoxon rank-sum) test was used to evaluate means between two groups. Differences between two groups with multiple treatments were evaluated using a two-way analysis of variance (ANOVA) with a post-hoc Šídák’s test. p values <0.05 indicated statistically significant differences.

## Data Availability

• Raw and processed data files have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Interactive atlases of the total liver homogenate, immune-enriched, immune-subclustering, snRNA-seq maps and the spatial samples are available through the UCSC Cell Browser^115^ Interface: https://rat-liver-atlas.cells.ucsc.edu Additional microscopy and flow cytometry data beyond what is reported in this paper will be shared by the lead contact upon request. • All original code has been deposited at https://github.com/BaderLab/HealthyRatLiverMap. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

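The deposited data cover 4 total liver homogenate (TLH) libraries of cells, 4 snRNA-seq libraries of nuclei, each from 2 DA and 2 LEW rats, 2 immune-enriched libraries from 1 rat of each strain, and 2 Visium sections of Wistar liver. The authors aligned the reads with Cell Ranger, or Space Ranger for the sections, and deposited raw UMI counts per gene and barcode or spot, without normalization and before their filters on cells. The TLH and immune-enriched counts came without gene names, which were taken by row from the snRNA-seq gene list of the same number of rows.

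Depth set the precision. Libraries held 61441846 to 92484173 UMIs for TLH, 8039397 to 15186970 for nuclei, and 48255870 and 60005133 for the immune-enriched samples. Shares of cells carry exact 95% binomial intervals, which cover counting error only. A fold against a group with 0 UMIs is given as a lower bound against 3 counts over the group, and one against 1 to 3 UMIs as a ratio with its counting interval.

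Cells were filtered on the limits of the paper, with 2000 UMIs for the LEW TLH rats in place of the stated 1500, because this limit leaves the authors' number of cells. Counts were normalized with sctransform 0.4.2, sampling 5000 cells and 2000 genes, and reduced to 50 components with irlba 2.3.5.1. A Harmony correction, written for this purpose with theta 2, lambda 1 and sigma 0.1, was run on 15 components, and cells were clustered on 20 neighbours by the Louvain method of Seurat 5.3.0. Clusters were named from marker lists. The lists were written before the data were examined. The rule of 30 leading genes, a UMI in at least 25% of cells, 10 CPM added to both sides of the fold, 3 markers, and a second comparison over 100 genes was set with the counts in hand. Doublets were called with Scrublet as run by scanpy 1.11.5 at an expected rate of 0.06. Immune-enriched clusters with Ptprc in at least 30% of cells were clustered again at resolution 1, and endothelial-like nuclei at 0.8. Varimax rotation used 50 components.

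Strains were compared on UMI sums per rat and cell class, since cells are not replicates. The test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization, robust dispersion, its default filter on low counts and Benjamini-Hochberg adjustment at 0.05, and every adjusted p for a gene comes from it. Gene lists and sets were tested with camera and fry of limma 3.58.1, which pool variance across genes. DESeq2 1.42.0 was the alternative test. On simulated data with 200 genes changed by a log2 fold change of 2 at 2 rats against 2, the edgeR steps recovered between 96.5% and 99% of them, with 6 to 20 false calls, and between 2 and 10 calls where no gene was changed. Smaller changes were not simulated. The genes reported for a comparison are those that the paper names for it and the 5 with the largest absolute log2 fold change in each direction among genes past the threshold with the strains apart.

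On the sections, genes in at least 5% of spots and with a count of at least 3 were kept, and median loadings of gene lists were placed among 10000 random lists drawn from the 200 genes nearest in expression.

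Alternatives were other size factors, DESeq2, no filter on low counts, the replicate number as a block, each sample left out, stricter cell filters, doublets left out, each library clustered on its own, other list sizes and tests, and other normalization, components and gene filters for the sections. Added later were the stated LEW limit, the 6% of cells with the highest Scrublet score left out, the subtraction of free RNA from barcodes below the median depth, an inter-gene correlation of 0.05 for camera, and all settings of the comparison between platforms. Free RNA could not be read from barcodes with 10 to 100 UMIs, since the data hold none. The limits by which a changed value was called moved, and the spread used for the separation of factors and for the free-RNA correlation, were also set after values had been seen. The mixed model over nuclei that the paper used was not run. Immunohistochemistry, flow cytometry and stimulation experiments were not analysed here.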

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

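The test of dissociation genes and the test of one-strain genes in nuclei were chosen only after the results were seen, as was every setting of the comparison between platforms.

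In macrophage-like cells, the difference between LEW and DA itself differed between TLH cells and nuclei for 10 of 7967 genes by an edgeR interaction term with Benjamini-Hochberg adjustment, and 835 had an unadjusted p under 0.05. For 8 of the 10 the directions were opposite. The largest adjusted p among them was 0.04616. The number was 71 without a filter on low counts, 1 with stricter cell filters and 0 with each library clustered on its own (edgeR). With 1 library left out it lay between 1 and 15, the lowest without LEW replicate 2 of the TLH libraries and the highest without LEW replicate 1 of the nuclei. All 10 were among the 71. In hepatocyte-like cells, 1 of 11683 genes differed, with 548 at an unadjusted p under 0.05. Platform, dissociation and library chemistry change together here, so what made the genes differ was not separated, and a biological difference between the rats of the 2 platforms stays open as untested.

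Among these genes is Ccl3, whose LEW over DA log2 difference was 1.98 in TLH cells and -1.35 in nuclei, a change of -3.33 between them (edgeR interaction, adjusted p = 0.01358). Over the alternatives the adjusted p lay between 2.657e-05 and 0.1383, the last without DA replicate 1 of the nuclei, where the change was -2.43. The UMIs of Ccl3 in nuclei were few, 24 and 12 in the DA rats and 4 and 10 in the LEW rats. If activation during dissociation, stronger in LEW, were the cause, genes switched on in dissociation should be higher in LEW TLH cells. Of 11 such genes tested there none was higher in LEW, with a median log2 fold change of -1.08, which argues against that explanation. Of the 11 genes 6 passed the threshold, so this response itself differed between the strains, towards DA. In nuclei the median of 10 such genes was -0.54 and 0 passed. Whether the response adds to other genes higher in DA was not tested.

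Over all kept TLH cells 5 genes had at least 100 UMIs in each rat of 1 strain and at most 3 in each rat of the other. Genes short of this rule can be as extreme within a class, such as Ubd with 592 UMIs in DA and 0 in LEW macrophage-like cells. Ly6al is named in the paper, and the other 4 are Mlc1, Lcn3, Clca2 and AABR07068590.2. Of these, Mlc1 ranked 7 on the DA side of the hepatocyte factor. Mlc1 had 2691 UMIs in DA and 1 in LEW, and Lcn3 323 and 0. Clca2 had 489 in LEW and 1 in DA, and AABR07068590.2 253 and 3. They were picked after their counts were seen. A candidate explanation is a strain variant against the reference that changes how the gene is counted in every cell type. It needs the other strain to stay far lower in the nuclei too. Of the 4 genes with at least 20 UMIs in nuclei of the first strain, all 4, Ly6al among them, stayed under 5% of its CPM in the other, the highest at 1.61%. Mlc1 had 3487 UMIs against 13 and AABR07068590.2 98 against 1. A real difference in transcription between the strains would give the same result, so it stays open as an untested biological explanation. The names of the TLH files hold 10 weeks for DA and 13 weeks for LEW, while the labels give 8 to 10 weeks for both strains and the paper 16 to 18, age-matched. The names of the immune-enriched files hold 9 weeks for both strains, and there the 4 genes measured stayed at 0.635% or less of the CPM in the other strain, with 1 rat each, which argues against such a difference in age for these 4 genes.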

How the results depend on the processing

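The stated LEW limit, the 6% of cells with the highest Scrublet score, free RNA, the inter-gene correlation of 0.05, the genes taken from nuclei and all tests of the comparison between platforms were chosen only after results were seen. Where 1 rat of a strain was left out, the lone rat is assumed to vary like the others.

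Of the genes reported for a comparison and past the threshold in it, 292 of 309 values under the alternatives stayed past it in TLH macrophage-like cells, 101 of 113 in nuclei, 129 of 146 in TLH hepatocyte-like cells, 116 of 119 in hepatocyte-like nuclei and 247 of 261 over 3 platforms, and none reversed.

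The count of genes in TLH macrophage-like cells, 447, was 162 with DESeq2, 714 without a filter on low counts, 15 after free RNA was subtracted and 226 at the stated LEW limit. Without 1 rat it was 335 to 795, the highest without DA replicate 1. In macrophage-like nuclei 14 became 75 without the filter, 77 with the replicate block, 2 with the stricter filter, 25 without the 6%, and 0 with each library clustered on its own (edgeR; 213 at an unadjusted p under 0.05). Without 1 rat it was 39 to 61. In TLH hepatocyte-like cells 435 became 1124 without the filter, 245 with the replicate block, 268 with the stricter filter, and 0 after free RNA was subtracted (edgeR; 512 unadjusted), and 95 to 258 without 1 rat, the lowest without LEW replicate 1. In hepatocyte-like nuclei 176 became 535 without the filter, 80 with the stricter filter and 34 with each library on its own, and 147 to 343 without 1 rat, the highest without DA replicate 2. Over 3 platforms 96 became 272 without the filter and 30 with each library on its own, and 68 to 133 without 1 sample. The cause was not tested. Some of the barcodes used for free RNA can hold cells, so its subtraction may also remove real signal. The replicate block rests on numbers alone that the samples share. Deviations of samples with the same number were correlated at -0.109, 0.0407, -0.148 and 0.0815 across genes, which gives no sign that the numbers pair them.

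For the pathway sets in nuclei, 1 set became 0 with fry and 0 with each library clustered on its own (camera), and 0 to 1 without 1 rat. Without the filter on low counts, 1 set passed as higher in LEW and 1 as higher in DA (camera). The LEW list in nuclei had 0.29 with each library on its own. The count of genes that differ between platforms, 10, was 6 with the size factors of DESeq2, 71 without the filter, 1 with the stricter filter, 0 with each library on its own and 6 without the 6%. Without 1 library of either platform it ranged from 1 to 15, with 5 without DA replicate 1 and 5 without DA replicate 2 of the TLH libraries. The cause was not tested.

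With one filter for all samples, hepatocyte-like cells were 82.39% of TLH cells and 41.0% of immune-enriched cells, and Ptprc was found in 2.056% and 30.8%. After thinning it was found in 1.758% and 12.37%, which follows from the lower depth. With each library on its own, immune-enriched hepatocyte-like cells were 45.23%. On the sections, the pericentral genes on spatial PC1 stood at a mean percentile of 62.34 with log-normalized counts. The percentile was 99.42 in section A and 25.26 in section B. The difference between hepatocyte-like groups of nuclei was 0.173 with PC2, 0.226 with the 500 genes of largest loading, and -0.352 with log-normalized sections, where the sign reversed. Under that setting the periportal and pericentral genes all had negative loadings on PC1, so it gives no direction of zonation. The part of section A in this mean has a sign set by convention. Without 1 rat it was 0.0722 to 0.0802. The separation of the strains by the varimax factor that parts them most ranged from 0.99798 to 0.99998 without 1 rat, where the factor was picked again by that separation, and its loadings were correlated with the main ones at 0.819 to 0.942. The correlation of strain differences in free RNA reversed to -0.849 with genes of a 10-fold ratio, of which there were 3. It ranged from -0.289 to 0.863 without 1 rat, the lowest without LEW replicate 2. The lowest and highest of these values rest on 5 genes in place of 7. The endothelial-like alternative had only 2 genes and gives no value. Barcodes with 10 to 50 or 10 to 100 UMIs do not exist in the data, so those alternatives were not run. The cause was not tested for the other changes.

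Some genes changed sign. In TLH macrophage-like cells Cd163 had 0.01 and became -0.0146 without the filter, -0.0625 without the 6%, -0.34 after free RNA was subtracted, -0.13 at the stated LEW limit and -0.17 without DA replicate 1, within -0.17 to 0.22 without 1 rat. In macrophage-like nuclei Cd68 had -0.06 and became 0.0163 with all myeloid-like cells and 0.15 without LEW replicate 1 (-0.38 to 0.15 without 1 rat), and Vsig4 had -0.36 and became 0.19 without DA replicate 2 (-0.71 to 0.19). In TLH hepatocyte-like cells Hnf4a had -0.18 and became 4.04 after free RNA was subtracted and 0.10 without LEW replicate 2 (-0.55 to 0.10 without 1 rat). Pparg became -0.40 without DA replicate 1 and -0.45 without LEW replicate 2 (-0.45 to 0.83), and Esr1 became -0.20 without LEW replicate 2 (-0.20 to 0.85). In hepatocyte-like nuclei Apoc1 had 0.02 and became -0.0754 with the replicate block, -0.0152 without the 6%, -0.13 without DA replicate 2 and -0.65 without LEW replicate 1 (-0.65 to 0.48 without 1 rat). Hnf4a became -0.40 without LEW replicate 1 (-0.40 to 0.48), and Pparg -0.45 without DA replicate 2 and -0.58 without LEW replicate 2 (-0.58 to 0.60). Over 3 platforms Cd163 became 0.0005 without DA replicate 1 of the nuclei, and Lyz2 had -0.72 and became 0.65 and 0.64 without the immune-enriched DA and LEW samples, and 0.72 with TLH and nuclei alone. The cause was not tested. Depth limits which genes can be tested, and in macrophage-like nuclei Timp2 and Lilrb3l had too few UMIs.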

Differences from the paper's values

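The settings of section A that leave out genes or spots were chosen only after the results were seen, and the rule that picks the subcluster with the most cDC1 genes was set with the data in hand.

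The paper's number of cholangiocyte-like nuclei is 108, and 0 nuclei took that name here. Of the alternatives set before the data were examined, leaving out Scrublet doublets and clustering each library on its own also gave 0. A subcluster of 18 nuclei had Epcam and Krt18 among its leading genes. Cholangiocyte was its best list in the second comparison, with 6 leading markers, but that comparison could give only the hepatocyte-like name. The value of 0 thus rests in part on the rule.

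The paper's cDC-like subcluster has 77 cells, and the subcluster with the most cDC1 genes here has 42. No alternative was run for it.

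Under some alternatives other values moved away from the paper's. With one filter for all samples there were 66425 TLH cells, against the paper's 23,036, 2788 macrophage-like TLH cells, against the paper's 1,668, and Ptprc in 2.056% of cells, against the paper's 4%. After thinning Ptprc was found in 1.758%. The stricter filter left 6218 nuclei, against the paper's 12,497.

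The paper reports positive enrichment of the periportal genes in PC1 and PC2 and of the macrophage genes in PC1. It reports negative enrichment of the mesenchymal genes in PC1/2. For the macrophage and mesenchymal genes it names no section. In section A 1 of 7 periportal and 1 of 7 macrophage genes were positive on PC1, at the percentiles 10.9 and 4.88, with a sign set by a loading of Cyp2e1 of only -0.0185. The opposite sign is equally allowed, so this is no opposite direction, and the periportal and pericentral lists did not separate there with the main gene filter. With genes found in at least 1% of spots they did, at the percentiles 80.8 and 0.68, with the mesenchymal list at 0.97 and 2 of 7 periportal genes positive. On PC2 of section A, on PC1 without the mitochondrial and haemoglobin genes, and on PC1 without spots under 5000 UMIs the periportal list stood at 99.97 or above.

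The paper correlates periportal-like clusters of nuclei positively with both components of both sections. For PC1 of section A the correlation lay between -0.0437 and -0.0164 in the 4 rats, and its sign is set by convention.

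Of the genes that the paper names as most different in nuclei, Itgal passed the threshold over all genes, at 3.33 (edgeR, adjusted p = 0.0146). RT1-A1 and RT1-T24-3 did not, and Timp2 and Lilrb3l had too few UMIs to be tested. The paper tested nuclei in a mixed model, and here samples were tested. In the joint fit over 3 platforms all 5 passed. That fit holds the TLH libraries that gave the myeloid factor, so it is not independent evidence for the nuclei.

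The paper names Cd163 and Hmox1 among genes enriched in DA myeloid cells. In TLH macrophage-like cells they had 0.01 and -0.48, and neither passed the threshold (edgeR, adjusted p = 0.984 and 0.1001). For Hmox1 in these cells, leaving out DA replicate 1 gave -0.60. In macrophage-like nuclei both genes pointed to DA, with Hmox1 at -1.72 and Cd163 at -0.79 in the fit that compared the platforms.

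The paper names Apoc1 among the genes of the hepatocyte factor. Its difference between strains in hepatocyte-like cells was -0.31 and did not pass the threshold (edgeR, adjusted p = 0.327).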

Other observations

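The tests of dissociation genes and of one-strain genes in nuclei were chosen after the results were seen, and so was the level of the myeloid lists in hepatocyte-like nuclei. The settings of section A that leave out genes or spots, the 23 genes taken from nuclei and the stated LEW limit were also chosen later.

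Over 3 platforms, 1 of the 36 splits of the samples within platforms gave as many genes past the threshold as the strains, namely the strains themselves, so a chance division of the samples is argued against. This assumes that the platforms hold separate rats, which is not certain.

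The varimax factor with the largest strain separation parted the strains in every TLH class. Free hepatocyte RNA in the droplets of other cells is a candidate explanation. Over 7 genes the strain difference in barcodes below the median depth was correlated with that in macrophage-like cells at 0.759. Without LEW replicate 2 the correlation was -0.289, over 5 genes. Over 23 hepatocyte genes taken from nuclei it was 0.863. The 708 genes that macrophage-like cells hold at a higher level were correlated at 0.789 too. These barcodes numbered 25279 to 31119 per library, more than the cells the paper aimed to capture, so most are not expected to hold one. Some can, and the correlation changed sign without LEW replicate 2. Free RNA and strain differences of the cells themselves were thus not told apart for this factor.

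Itgal was higher in LEW also in NK-like TLH cells, at least 12-fold against 3 counts in the DA rats (0 against 29 UMIs). A strain variant against the reference that changes how the gene is counted in every cell type needs such a difference and may explain it. A regulatory difference shared by the cell types stays open and was not tested here. The paper's flow cytometry showed no strain difference in how often myeloid cells were CD68+ITGAL+. The difference in RNA thus does not stand for a difference in protein. For Ly6al the fold in endothelial-like TLH cells was at least 12.2 in favour of DA, but free RNA of macrophages was not separated there, so a variant and free RNA cannot be told apart for these cells.

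RT1-A1 was higher in LEW in hepatocyte-like nuclei, at a log2 fold change of 1.44, and RT1-A2 lower, at -2.47. A different MHC haplotype counted on the genes of the reference may give both. Expression that differs between the strains in all cell types stays open.

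The lists of the myeloid factor differed in macrophage-like nuclei. The test set before these values were seen was the median fold of the lists in hepatocyte-like nuclei, and it gave 1.08 for the LEW list and -1.23 for the DA list over 2 genes each, against 0.74 and -2.15 in macrophage-like nuclei. It decides little. The median level of the 20 genes in hepatocyte-like nuclei was 1.19% of that in macrophage-like nuclei, with 0 of the 20 higher there, which argues against free hepatocyte RNA as the source. RT1-A1 is the exception, at 40.6%.

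Of the genes called in TLH macrophage-like cells, 313 of 447 were called again with the same limits for all samples, which argues against the higher UMI limit of the LEW rats as the whole source. At the stated LEW limit 203 of the 447 were called again, so a part for the limit stays open.

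On PC1 of section A the periportal and pericentral lists stood at the percentiles 10.9 and 47.4, with a sign set by the weak loading of Cyp2e1, so that neither end can be called periportal. The periportal list stood at 99.97 without the mitochondrial and haemoglobin genes, and at 99.97 without the spots under 5000 UMIs. The pericentral list then stood at 0.04 and 0.02. Both of these explanations may hold, and they were not separated. With genes found in at least 1% of spots, the lists stood at 80.8 and 0.68 with no such gene or spot left out, so the lack of separation depends on the gene filter too.

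Of the 5 genes counted almost only in 1 strain, 4 had at least 20 UMIs in the immune-enriched libraries. There the other strain stayed at 0.635% of the CPM or less for all 4, from 1 rat of each strain.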
